# R-Spondin chromosome rearrangements drive Wnt-dependent tumour initiation and maintenance in the intestine

**DOI:** 10.1038/ncomms15945

**Published:** 2017-07-11

**Authors:** Teng Han, Emma M. Schatoff, Charles Murphy, Maria Paz Zafra, John E. Wilkinson, Olivier Elemento, Lukas E. Dow

## Abstract

Defining the genetic drivers of cancer progression is a key in understanding disease biology and developing effective targeted therapies. Chromosome rearrangements are a common feature of human malignancies, but whether they represent bona fide cancer drivers and therapeutically actionable targets, requires functional testing. Here, we describe the generation of transgenic, inducible CRISPR-based mouse systems to engineer and study recurrent colon cancer-associated *EIF3E–RSPO2* and *PTPRK–RSPO3* chromosome rearrangements *in vivo*. We show that both *Rspo2* and *Rspo3* fusion events are sufficient to initiate hyperplasia and tumour development *in vivo*, without additional cooperating genetic events. *Rspo*-fusion tumours are entirely Wnt-dependent, as treatment with an inhibitor of Wnt secretion, LGK974, drives rapid tumour clearance from the intestinal mucosa without effects on normal intestinal crypts. Altogether, our study provides direct evidence that endogenous *Rspo2 and Rspo3* chromosome rearrangements can initiate and maintain tumour development, and indicate a viable therapeutic window for LGK974 treatment of RSPO-fusion cancers.

## Abstract (web summary)

Recent evidence suggests that *EIF3E–RSPO2* and *PTPRK–RSPO3* gene fusions promote colorectal cancer. Here, using CRISPR-mediated genome editing, the authors show that endogenous Rspo2 or Rspo3 chromosome rearrangements result in intestinal tumours extremely sensitive to Wnt ligand inhibition.

Wnt pathway hyperactivation is a near ubiquitous feature of colorectal cancer (CRC), most frequently caused by truncating mutations in the adenomatous polyposis coli (APC) tumour suppressor. Numerous studies have demonstrated that APC loss and/or WNT pathway activation can initiate tumour development in the mammalian intestine^1^,^2^,^3^,^4^,^5^, and we recently showed that re-engaging endogenous Wnt regulation via Apc restoration is sufficient to induce complete and sustained tumour regression, even in cancers carrying potent oncogenic mutations in Kras and p53 (ref. 6). Thus, hyperactive WNT signalling is the predominant oncogenic driver in CRC. However, it is not clear which, if any, genetic alterations drive tumour initiation in the 10–15% of CRCs that do not carry APC or downstream WNT pathway mutations.

Chromosomal rearrangements are a common feature of human malignancies and include translocations, duplications, inversions and deletions. These large-scale genetic events can result in the production of driving oncogenes and therapeutically actionable targets in multiple tumour types. Recently, de Sauvage and colleagues^7^ described the first examples of recurrent chromosome rearrangements in CRC, involving members of the R-Spondin (RSPO) family, RSPO2 and RSPO3. In both cases, the rearrangements result in fusion transcripts, *EIF3E–RSPO2* and *PTPRK–RSPO3* that drive marked overexpression of the downstream *RSPO* gene.

RSPOs are secreted proteins that act as ligands for the leucine-rich repeat containing G-protein coupled receptor (LGR) family (LGR4/5/6). RSPO binding to LGRs potentiates WNT signalling by sequestering the E3 ubiquitin ligases RNF43 and ZNRF3, and prevents the turnover of frizzled (FZD)/LRP-receptor complexes at the cell membrane^8^. All reported RSPO-fusion CRCs are mutually exclusive of APC mutations^7^,^9^, suggesting RSPO rearrangements may be a key genetic driver in CRC. However, while RSPOs are potent WNT signalling agonists, they only induce marked WNT pathway activation in the presence of WNT ligand^7^,^10^. Thus, it is not clear whether endogenous RSPO rearrangements alone are sufficient to induce tumorigenesis in the intestine.

Most gain- and loss-of-function mutations observed in human cancers can be easily modelled in mice for functional studies, while chromosomal rearrangements have proven challenging to faithfully recapitulate using traditional *in vivo* modelling tools. CRISPR/Cas9 genome editing provides an opportunity to quickly induce gross genomic events. Thus, we adapted an inducible CRISPR (iCRISPR) transgenic platform^11^ to engineer *Rspo2* and *Rspo3* rearrangements *in vivo* in the mouse intestine. Using this system, we provide direct evidence that endogenous *EIF3E–RSPO2* and *PTPRK–RSPO3* fusion events are sufficient to initiate tumour development in the intestine. Importantly, while *P-Rspo3* fusion tumours are morphologically similar to Apc-mutant adenomas, transcriptionally they more closely resemble normal stem and progenitor cells, and are exquisitely sensitive to inhibitors of Wnt ligand secretion.

## Results

### RSPO fusions support the growth of intestinal epithelium

To understand the contribution of RSPO fusions to tumorigenesis in the gut, we set out to determine the impact of these alterations in genetically defined model systems. In the normal intestine, RSPOs are produced by resident stromal cells to support epithelial stem cell growth and regeneration^12^. In fact, RSPO is a key factor required for the growth of almost all epithelial organoid cultures^13^,^14^,^15^,^16^. To first determine whether Rspo2 or Rspo3 production from epithelial cells could provide a cell-intrinsic growth advantage, we transduced wildtype mouse intestinal organoids with retroviruses expressing murine *Rspo2*, *Rspo3*, and the *EIF3E–RSPO2* and *PTPRK–RSPO3* fusion transcripts linked to GFP (Supplementary Fig. 1a). Neomycin-selected organoid cultures showed high levels of transgene expression, and looked indistinguishable from controls (Supplementary Fig. 1b,c). While non-transduced cells could not proliferate in the absence of exogenous RSPO1, expression of *Rspo2*, *Rspo3* or either of the fusion transcripts, enabled indefinite propagation in the absence of this growth factor, confirming that Rspo2 or Rspo3 produced from intestinal epithelium is sufficient to support ongoing stem-cell maintenance and proliferation.

### Generation of RSPO fusions using CRISPR/Cas9

Heterologous cDNA overexpression systems often yield spurious phenotypes by driving supraphysiological levels of protein expression that do not mimic the native normal or tumour conditions, as has been well documented for oncogenic *KRAS* models^17^,^18^. To directly examine the impact of each *RSPO*-fusion on intestinal epithelium, we set out to precisely recreate the chromosome rearrangements in mice using CRISPR/Cas9 genome editing. The reported *EIF3E–RSPO2* (hereafter, *E-RSPO2*) rearrangement is an intrachromosomal deletion between intron 1 of *EIF3E* and intron 1 of *RSPO2*, while the *PTRPK-RSPO3 (P-RSPO3)* rearrangement is an inversion between intron 1 (or intron 6) of *PTPRK* and intron 1 of *RSPO3* (Fig. 1a). To identify pairs of single guide RNAs (sgRNAs) that could induce simultaneous DNA breaks and generate the appropriate rearrangements in the mouse genome, we screened several combinations of sgRNAs targeting the first intron of each gene, and chose two pairs that produced an expected fusion amplicon (Supplementary Fig. 2). We delivered each tandem sgRNA combination, in a doxycycline (dox)-inducible Cas9 lentiviral construct (L3CGP), into rtTA-expressing 3T3 cells, and treated with dox to induce Cas9 expression. After only 2 days of dox treatment, we could detect the expected chromosome rearrangements at both the genomic loci (Fig. 1b), and as expressed RNA fusion transcripts (Fig. 1c).

Two previous efforts to model chromosome rearrangements *in vivo* in the lung have exploited the accessibility of this tissue to deliver CRISPR components in viral vectors^19^,^20^. Murine intestinal epithelium is not easily transduced *in vivo*, so instead we turned to an inducible transgenic platform we recently described^11^, to produce mice carrying both specific sgRNAs, and a dox-regulated Cas9 transgene. For this, we shuttled each validated sgRNA combination into the c3GIC9 *Col1a1*-targeting vector (Fig. 2a), and generated transgenic KH2 embryonic stem cells (ESCs)^21^,^22^. Treatment of correctly targeted ESC clones with dox for 4 days induced expected chromosome rearrangements and expression of the *Rspo*-fusion transcripts (Fig. 2b, Supplementary Fig. 3a). Importantly, we could detect fusion transcripts for both *E-Rspo2* and *P-Rspo3* using two independent sets of sgRNAs, but not with ‘no sgRNA’ control clones (Fig. 2b), confirming the generation of these genetic events was not due to non-specific activation of the Cas9 endonuclease. Finally, we screened the top five predicted off-target sites for each sgRNA, and were unable to detect any non-specific genomic cleavage (Supplementary Table 1; Supplementary Fig. 4).

To further ensure the fidelity of each genomic rearrangement, we performed multi-colour DNA fluorescence *in situ* hybridization (DNA FISH) on dox-treated ESC clones using internal and flanking probes. Two-colour FISH staining for *Eif3e* and *Rspo2* showed expected loss of the *3′ Eif3e* probe, while 3-colour FISH confirmed the *P-Rspo3* rearrangement (Fig. 2c). Finally, as a functional readout of the chromosome alterations, quantitative RT-PCR (qRT-PCR) for *Rspo2* and *Rspo3* showed marked upregulation of each gene only in clones harbouring the associated transcript fusion (Supplementary Fig. 3b).

### *E-Rspo2* fusions do not enable RSPO1-independent growth

We next generated transgenic mice by blastocyst injection, and derived *R26-rtTA/c3GIC9* bi-transgenic intestinal organoids. Analysis of gDNA from the bulk, dox-treated population, confirmed the presence of the *E-Rspo2* and *P-Rspo3* rearrangements, as well as upregulation of Rspo2 and Rspo3, respectively (Fig. 3a; Supplementary Fig. 5a,b). We cultured dox-treated and dox-naive organoids in basal media containing only EGF and Noggin (EN), and surprisingly, in contrast to what we observed with the *Rspo2* cDNA, dox-treated *E-Rspo2* organoids could not survive in the absence of exogenous RSPO1 (Supplementary Fig. 5c). We repeated these experiments on multiple independent mice (*n*=4), and despite confirming the presence of the rearrangement following dox treatment, we were unable to generate RSPO1-independent *E-Rspo2* organoids. As the *E-Rspo2* rearrangement produces a fusion transcript, but not a fusion protein, it is unlikely that changes in protein folding or membrane targeting could explain the failure to induce RSPO1 independence. However, in both mice and humans, the *E-Rspo2* chimeric mRNA transcript generates an upstream, truncated open reading frame (ORF) from the *Eif3e* exon 1 that could influence translation of the downstream *Rspo2* ORF (Supplementary Fig. 5d). We were unable to reliably detect endogenous Rspo2 protein, and so developed a surrogate fluorescent reporter to measure how the *EIF3E–RSPO2* fusion impacts the level of (Rspo2) protein expression. For this, we generated two retroviral vectors expressing tdTomato immediately downstream of either the endogenous *Rspo2* (exon 2) untranslated region (UTR), or the chimeric *EIF3E–RSPO2* UTR (Supplementary Fig. 5e). We transduced 3T3 cells and quantified mean fluorescence intensity relative to the expression of each transcript, measured by qPCR. In this assay, the presence of the *EIF3E–RSPO2* chimeric UTR reduced the translation of tdTomato 10-fold (*n*=3, *P*<0.0001; Supplementary Fig. 5e).

Thus, while the E-Rspo2 fusion drives high levels of Rspo2 transcript, protein production is limited by an upstream, truncated, *Eif3e* ORF. Interestingly, in all cases identified, *EIF3E–RSPO2* rearrangements in human CRC are coincident with amplification of fusion locus on chromosome 8q^7^. This perhaps suggests that both rearrangement and increased dosage of the fusion are required for RSPO2-mediated cell transformation. This notion is consistent with our data showing that enforced Rspo2 cDNA overexpression drives growth factor independence, but the endogenous fusion does not.

### *P-Rspo3* fusions do not induce major changes in organoids

In contrast to *E-Rspo2* organoids, dox-treated *P-Rspo3* organoids showed robust polyclonal expansion following RSPO1 withdrawal, and maintained expression of stem-cell markers when cultured in EN media, in contrast to wildtype organoids (Supplementary Fig. 6). Although RSPO1-independent, *P-Rspo3* organoids were morphologically indistinguishable from wildtype cultures grown in complete ENR media (Fig. 3b; Supplementary Movies 1–4). The similarity of *P-Rspo3* organoids (in EN) and wildtype organoids (in ENR), prompted us to ask whether RSPO1-independent cells did in fact contain the *P-Rspo3* rearrangement, or were maintained by local paracrine signalling from *P-Rspo3*-positive cells secreting the ligand. Analysis of multiple independent *P-Rspo3* organoid cultures using a fusion-specific genomic Taqman assay, indicated that the majority, if not all of the cells in the culture carried a *P-Rspo3* rearrangement (Supplementary Fig. 7a). However, as this assay measures the frequency of the *P-Rspo3* rearrangement in the bulk population, it is possible that the presence of homozygous inversions in some cells could mask the presence of wildtype crypts. To more directly assess whether *P-Rspo3* fusion cells are capable of supporting the growth of adjacent wildtype cells, we co-cultured independent *P-Rspo3* organoid lines (*n*=2), with GFP-positive, wildtype crypts and monitored GFP fluorescence over time (Supplementary Fig. 7b). In the presence of exogenous RSPO1 (ENR), neither cell population showed a growth advantage over 10 days in culture. In contrast, in RSPO1-free media (EN), P-Rspo3 organoids were able to proliferate and expand, while GFP-positive wildtype organoids were rapidly depleted (Supplementary Fig. 7b). Altogether, these data suggest that the *P-Rspo3* rearrangement provides a cell-intrinsic benefit for organoid growth, but is not sufficient to act as a paracrine factor to support the growth of adjacent, unmodified cells.

Given the robust growth of *P-Rspo3* organoids, and the uniformity of the chromosomal rearrangement throughout the culture, we next asked how the *P-Rspo3* inversion alters the behaviour of these otherwise genetically normal intestinal epithelial cells. *P-Rspo3* organoids developed crypt budding structures at a similar rate (Fig. 3b; Supplementary Movies 1–4), and in contrast to *Apc*^Δ/Δ^ spheroids, showed a regular pattern of EdU-positive (stem and progenitor) and lysozyme-positive (Paneth) cells in the crypt projections, and differentiated cells (Krt20) in the central villus domain (Fig. 3c). Likewise, the central lumen of the organoids displayed strong alkaline phosphatase activity, indicating the presence of functional enterocytes (Fig. 3c). As expected, *P-Rspo3* organoids showed a significant upregulation of *Rspo3* (3,500-fold), and reciprocal downregulation of the fusion partner, *Ptprk* (Fig. 3d). We did not detect substantial changes in expressed transcripts that lie within the inversion segment (Supplementary Fig. 8). 

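On GRCm38, Ptprk lies on the plus strand of chromosome 10 from 28074820 to 28597397 and Rspo3 on the minus strand from 29452416 to 29535867. Echdc1 (29313166 to 29347469, plus strand) and Rnf146 (29344176 to 29362442, minus strand) lie between them. The ends of these genes overlap, so reads in the overlap cannot be assigned with certainty. Echdc1 had an FPKM of 35.9 ± 11.3 (SD, n = 4) in P-Rspo3 and 35.3 ± 2.89 (SD, n = 5) in WT, a difference not larger than the spread (two-sided exact permutation test, p = 0.984). Rnf146 had 16.4 ± 4.78 (SD, n = 4) in P-Rspo3 and 17.0 ± 1.45 (SD, n = 5) in WT (two-sided exact permutation test, p = 0.841). In both genes the replicate 15d was low, with 19.0 for Echdc1 and 9.27 for Rnf146. Without this replicate the difference in Echdc1 was 6.23 FPKM (exact permutation test, p = 0.0357), and without replicate 4d it was -1.60. Ptprk had 8.93 ± 2.99 (SD, n = 4) in P-Rspo3 and 14.6 ± 2.27 (SD, n = 5) in WT (exact permutation test, p = 0.0317, 0.127 after Benjamini-Hochberg adjustment over 8 genes). WT replicate 6 was high for Ptprk, with 18.6. P-Rspo3 replicate 4d, with 13.3, lay within the WT range of 13.1 to 18.6. The other P-Rspo3 libraries had 6.57 to 7.94. The p was under 0.05 in 2 of the 9 fits that each left out 1 library. Only groups without overlap can have such a p in these fits, so the rest reflect the overlap of 4d with WT replicate 2 (13.1). Rspo3 had 9.86 ± 2.49 (SD, n = 4) in P-Rspo3 and was separated from WT in every library (exact permutation test, p = 0.0159, the smallest possible with 4 libraries against 5, and 0.127 after adjustment). Unless several of the 8 genes differ, no adjusted p under 0.05 can be reached here, so the adjusted value does not count against Rspo3. The other 4 genes of the interval with a value above 0, 4930519F09Rik, Gm9824, Soga3 and 9330159F19Rik, had mean FPKM of at most 0.219 in either group, and their adjusted p was 1.

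**Figure D1:**
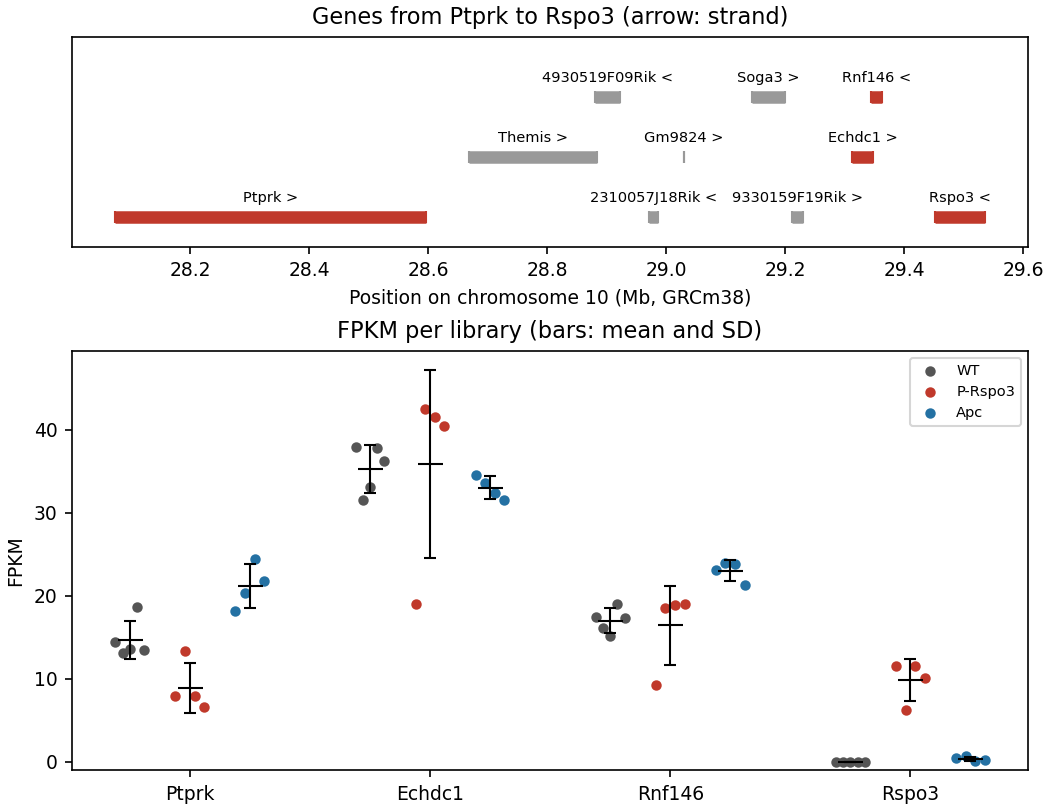
Top, genes from Ptprk to Rspo3 on chromosome 10 (position in Mb, GRCm38), with arrows for the strand. Bottom, FPKM of Ptprk, Echdc1, Rnf146 and Rspo3 in each WT, P-Rspo3 and Apc library, with bars for mean and SD; 1 P-Rspo3 library is low for both Echdc1 (19.0) and Rnf146 (9.27).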

Interestingly, while Rspo is a potent Wnt agonist, we did not observe any changes in classic Wnt-responsive genes (Fig. 3d), in contrast to a recent study using a CAGs-driven Rspo3 transgene^23^.

To assess the impact of the *P-Rspo3* rearrangement more globally, we performed transcriptome profiling by RNAseq, compared to wildtype/naive organoids and *Apc*^Δ/Δ^ spheroids. 

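RNA of 15 organoid cultures was sequenced, and 13 of these libraries were assigned to a group from their labels and the text. WT comprised 5 libraries, 4 from Apc flox/flox lines numbered 1, 2, 5 and 6 and 1 from a dox-naive culture, in which the doxycycline-inducible Cas9 had not been switched on. Apc comprised 4 libraries of the same numbered lines after deletion of Apc, and P-Rspo3 comprised 4 libraries of cultures carrying the Ptprk-Rspo3 inversion, labelled 15d, 4d, M and F. The titles and the genotypes given for the remaining 2 libraries conflict, so they entered no group. The paper's figures show a larger number of WT and P-Rspo3 libraries than were grouped here. The authors aligned the reads to GRCm38 with STAR, counted reads per gene with HTSeq and estimated FPKM (which the figures call RPKM) with cufflinks. They deposited the counts without normalization. Between 28902729 and 35528495 reads per library were counted on genes, with a median of 29978275 in WT, 30746196 in P-Rspo3 and 34130657 in Apc. Each mutant group was compared with WT by edgeR's quasi-likelihood test on the counts, after TMM normalization, over genes with an FPKM of at least 0.1 in at least 4 libraries of the comparison. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a log2FC above 1 or below -1, the thresholds of the paper. The 4 P-Rspo3 libraries and the dox-naive library come from other lines than the remaining WT libraries, so the line and the rearrangement are separated by the dox-naive library alone. WT cultures were kept with RSPO1 and both mutant groups without it. The medium therefore differs between the groups compared and cannot be told apart from the genotype. By their titles, P-Rspo3 replicates 15d and 4d may have spent 15 and 4 days without RSPO1, and no time is given for M and F. All 4 were treated as replicates, so a possible effect of this time is not separated from other differences among them.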

To avoid the identification of gene signatures that simply report the differentiation of wildtype organoids in the absence of RSPO1, we collected RNA from wildtype/dox-naive cells in complete ENR, and from *P-Rspo3* and *Apc*^Δ/Δ^ cultures in RSPO-free conditions (EN) (Fig. 3e). 

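Of the 16749 genes tested between Apc and WT organoids, 2048 were called higher and 2364 lower in Apc. When each library was left out in turn, the number of higher genes ranged from 1960 to 2149 and the number of lower genes from 2183 to 2441. Among alternatives with the same thresholds, limma on log2(FPKM + 1) gave the fewest genes, 1418 higher and 1132 lower. The fit with no filter on FPKM gave the most, 2766 higher and 2747 lower. Ranked by edgeR's log2FC, the largest increases of called genes whose Apc and WT libraries did not overlap included those of Sox17, Cdh13, Cyp1b1 and Efemp1. WT libraries held at most 3 counts of each, so the ranks rest on very low counts and the increases are lower bounds, which were not used for the ranking. They were at least 1879-fold for Sox17, 697-fold for Cdh13, 253-fold for Efemp1 and 197-fold for Cyp1b1. The largest decreases by the same rule were those of Cyp2d22, Apoa4, Cfhr2, Otop3 and Slc6a3. Apoa4 fell from 1459 ± 732 TMM-normalized CPM in WT (SD, n = 5) to 0.264 ± 0.190 in Apc (SD, n = 4), a log2FC of -12.46 (standard error 0.68, adjusted p = 1.3e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other 4 were at or under 3 counts in every Apc library, and Cfhr2 was at least 1149.9-fold lower, Otop3 657-fold, Cyp2d22 357-fold and Slc6a3 213-fold. Cyp2d22 and Cfhr2 belong to families of similar genes, between which reads can be split. Krt20, a marker of differentiated cells, had a log2FC of -5.60 (standard error 0.59, adjusted p = 1.4e-05 from the same test).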

*Apc*^Δ/Δ^ organoids showed a markedly altered transcriptional profile, with 5,294 genes showing significant differential expression changes (log2FC>1; 2,598 upregulated and 2,696 downregulated, adj. *P*-value<0.05) (Supplementary Fig. 9a; Supplementary Data 1,2). As expected, differentially expressed transcripts were enriched for the Wnt pathway and colorectal cancer-associated genes (Supplementary Fig. 9b). 

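The gene sets of the paper's enrichment analysis were not used here. In their place, 7 short lists of intestinal epithelial genes, written before the counts were read, were tested with camera at an inter-gene correlation of 0.01. In a list of 21 Wnt target genes, 20 were higher in Apc than in WT and 16 were called higher, with a median log2FC of 1.97 (camera adjusted p = 7.7e-08 over the 7 lists and both comparisons with WT). All 21 had a p under 0.05 when adjusted over the list alone, and 20 when adjusted over all genes tested. Within this list, Nkd1 had a log2FC of 6.48 (standard error 0.47, adjusted p = 9.4e-07 from edgeR's quasi-likelihood test), Ascl2 of 1.54 (standard error 0.17, adjusted p = 2.0e-05 from the same test) and Lgr5 of 1.45 (standard error 0.19, adjusted p = 6.5e-05 from the same test). Myc had a log2FC of 0.91 (standard error 0.10, adjusted p = 2.5e-05 from the same test), below the fold-change threshold. The 14 genes tested of a fetal spheroid list had a median of 4.05 (camera adjusted p = 2.5e-04), and the 15 of a stem cell list a median of 1.21 (camera adjusted p = 0.025). Medians were negative for the lists of enterocyte (-8.30, camera adjusted p = 8.4e-10), goblet cell (-3.59, camera adjusted p = 6.2e-04), enteroendocrine (-2.05, camera adjusted p = 0.0097) and Paneth cell genes (-2.32, camera adjusted p = 0.286). With fry, every list passed the threshold of 0.05 in this comparison, and with a correlation estimated from the libraries none did.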

Remarkably, *P-Rspo3* organoids showed only a single gene upregulated (*Rspo3*), and eight significantly downregulated genes (Fig. 3e; Supplementary Fig. 10, Supplementary Data 3,4). 

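Of the 15992 genes tested between P-Rspo3 and WT organoids, 1 was called higher and 0 lower in P-Rspo3, while 2159 had an unadjusted p under 0.05. The called gene, Rspo3 on chromosome 10, had 539 to 1079 counts in the 4 P-Rspo3 libraries and 0 or 1 in the 5 WT libraries, an increase of at least 291-fold (adjusted p = 8.1e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 8 genes listed in Supplementary Data 4, which are Nkd1, Ptk7, Gm37844, Cpq, Sardh, Cul9, Sdc2 and Rps6ka6, were each lower in all 4 P-Rspo3 libraries than in any WT library, but none was called (adjusted p from 0.0821 to 0.0957). For a single gene, chance separates groups of this size, in either direction, with a probability of 0.0159. Cul9 had a log2FC of -4.63 (standard error 0.73, adjusted p = 0.0821 from the same test) and Rps6ka6 of -3.51 (standard error 0.65, adjusted p = 0.0957). Counts of Cul9 varied among the numbered lines, with 31 and 57 in WT replicates 1 and 2 and 234 and 268 in WT replicates 5 and 6. In Apc, replicates 1 and 2 had 36 and 25, and replicates 5 and 6 had 413 and 340. Gm37844 had a log2FC of -2.57 (standard error 0.50), Sardh of -2.19 (standard error 0.40) and Cpq of -1.57 (standard error 0.26). Sdc2 held at most 2 counts in P-Rspo3 and was at least 10.6-fold lower. Adjusted over the list alone, 11 of the 27 tested genes that the paper names had a p under 0.05, 1 higher and 10 lower, but 8 of these are the genes of Supplementary Data 4, which the study chose on the same libraries, so they are not independent evidence. The others were Rspo3, Ptprk and Msln. The number of calls depended on the tool and on the WT libraries. The newer form of the edgeR test called 2 genes higher and 4 lower, and the earlier form, the default, was settled on with the results of both forms known. DESeq2 without a fold-change prior called 55 genes higher and 173 lower, and with the prior 4 higher and 32 lower, in both cases with all 8 genes among the lower ones. Without the prior, DESeq2 called more genes, 118 higher and 193 lower, in the 4 WT libraries of the Apc flox lines against the remaining 5 libraries, dox-naive and P-Rspo3, a split by line examined after the data were seen. Without the dox-naive library edgeR called 166 higher and 100 lower, including each of the 7 genes tested of the 8 (Sdc2 did not pass the FPKM filter).

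**Figure D2:**
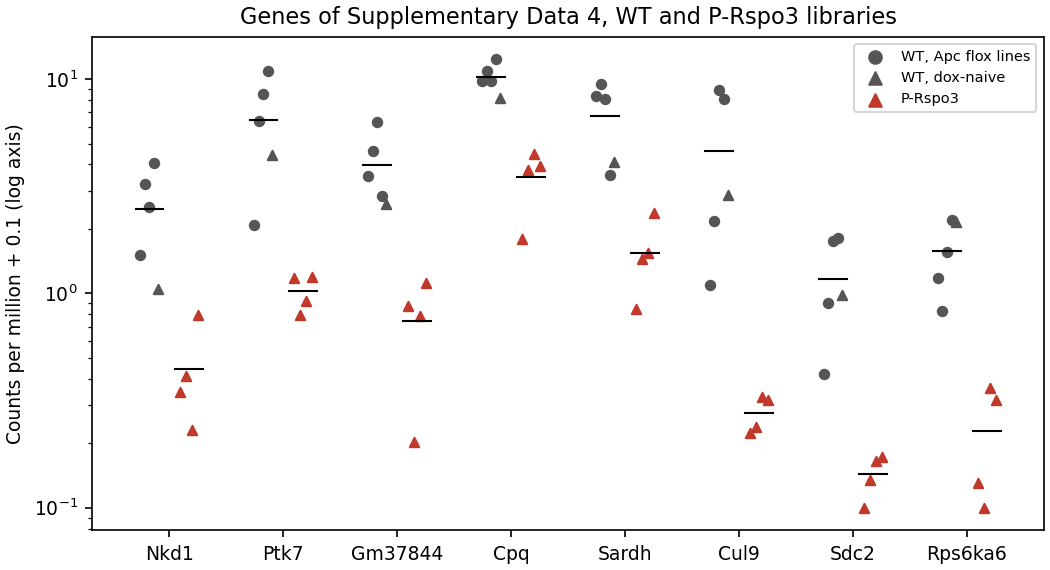
TMM-normalized CPM plus 0.1, on a log axis, for the 8 genes of Supplementary Data 4 in each WT (grey) and P-Rspo3 (red) library; circles are Apc flox lines, triangles are the dox-naive and P-Rspo3 cultures, and black lines are group means. For each gene the 4 P-Rspo3 libraries lie below the 5 WT libraries.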

While two of the eight downregulated genes are associated with the Wnt pathway regulation (*Nkd1* and *Ptk7*)^24^,^25^, perhaps suggesting low-level transcriptional feedback on the pathway, any such regulation seemingly has little impact on the overall transcriptional output.

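Nkd1 had 4 to 19 counts in the P-Rspo3 libraries and 27 to 133 in the WT libraries, a log2FC of -2.77 (standard error 0.54, adjusted p = 0.0957 from edgeR's quasi-likelihood test). Ptk7 had 20 to 35 counts in P-Rspo3 and 62 to 365 in WT, a log2FC of -2.77 (standard error 0.45, adjusted p = 0.0821 from the same test). Both were higher in Apc than in WT, Ptk7 with a log2FC of 2.95 (standard error 0.39, adjusted p = 7.7e-05 from the same test). Of the 20 Wnt target genes tested in P-Rspo3, 17 were lower than in WT and 0 were called, with a median log2FC of -0.31 (camera adjusted p = 6.2e-04). The list did not pass 0.05 with fry (adjusted p = 0.133) or with an estimated correlation (adjusted p = 0.373), and 22 of 100 splits of the same 9 libraries gave a camera p as small. With the line as a term in the model, an alternative chosen after the data were seen, the median was -0.060 (camera adjusted p = 0.244). In that model P-Rspo3 is set against the dox-naive library alone, so it does not decide between the line and the inversion. The median was -0.15 without WT replicate 6 and -0.18 without P-Rspo3 replicate 4d. In each of the 9 fits that left out 1 library, the list passed 0.05 with camera (adjusted p from 2.9e-05 to 0.011). When adjusted over the list alone, 5 of its genes had a p under 0.05, namely Nkd1, Sp5, Rnf43, Tcf7 and Tnfrsf19, against 0 when adjusted over all genes. The stem cell list had a median of -0.28 (camera adjusted p = 0.0031) and the enterocyte list of -0.29 (camera adjusted p = 0.0078). The enteroendocrine (-0.23), Paneth cell (-0.22), fetal spheroid (-0.19) and goblet cell (0.17) lists did not pass the threshold with camera, and none of the 7 lists passed with fry. From the link of Nkd1 and Ptk7 to regulation of the Wnt pathway, the paper proposes that there is perhaps feedback at a low level, which seemingly has little effect on transcription as a whole.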

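In a principal component analysis of the 500 most variable genes, the first component held 87.9% of the variance and separated the 4 Apc libraries from the WT and P-Rspo3 libraries. The second component held 5.44%. The 4 WT libraries of Apc flox lines lay between 16.8 and 28.0 on it, the dox-naive WT library at -6.97 the 4 P-Rspo3 libraries between -25.2 and -14.3 and the Apc libraries between -2.65 and 1.62. Across 17272 genes, which are not independent replicates, the correlation of log2 CPM between a WT and a P-Rspo3 library had a median of 0.978 (20 pairs), against 0.986 within WT (10 pairs) and 0.985 within P-Rspo3 (6 pairs). Between WT and Apc libraries the median was 0.892 (20 pairs). The correlation of the dox-naive library was 0.980 to 0.989 with the P-Rspo3 libraries and 0.983 to 0.984 with the other WT libraries.

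**Figure D3:**
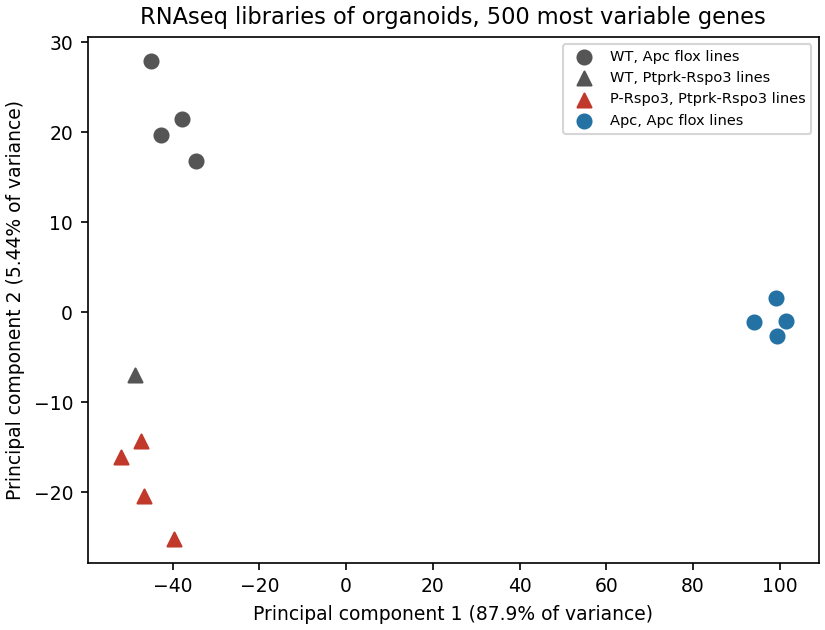
Position of each of the 13 grouped libraries on the first component (horizontal, 87.9% of the variance) and the second (vertical, 5.44%), with circles for Apc flox lines and triangles for the Ptprk-Rspo3 lines. The Apc libraries stand apart on the horizontal axis, and the WT libraries of Apc flox lines stand above the dox-naive and P-Rspo3 libraries on the vertical axis.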

In all, these organoid data show that while the *PTPRK–RSPO3* rearrangement enables RSPO1-independent growth, it has little-to-no impact on the behaviour of intestinal epithelium in organoid culture. This work highlights that the outcome of endogenous chromosome rearrangements can differ significantly from cDNA overexpression (compare Fig. 3, Supplementary Figs 1 and 5c), and that *Rspo2 and Rspo3* rearranged cells are molecularly distinct from those carrying *Apc* alterations.

### Rspo rearrangements initiate tumour growth *in vivo*

To directly test whether Rspo rearrangements are sufficient to drive a phenotypic response *in vivo*, we treated *R26-rtTA*/*c3GCI9-E-Rspo2* or *R26-rtTA*/*c3GCI9-P-Rspo3* bi-transgenic mice with doxycycline for 10 days and examined mice at various times. Two weeks following Cas9 induction, the intestine of *c3GIC9-E-Rspo2* animals appeared largely normal with a few areas of crypt-villus disruption and minimal hyperproliferation. However, by 6 weeks there were numerous hyperproliferative and dysplastic lesions, that appeared histologically similar to those produced following Cas9-mediated *Apc* disruption^11^ (Fig. 4a; Supplementary Fig. 11b). Interestingly, *c3GIC9-E-Rspo2* animals examined 20–25 weeks post Cas9 induction showed near-identical sized lesions (Supplementary Figs 11b and 12), indicating that while the *E-Rspo2* rearrangement can initiate small hyperproliferative adenomas, its effect alone is not sufficient to promote continued tumour growth.

Mirroring the increased potency in organoids, *P-Rspo3* mice showed clear intestinal lesions at 2 weeks that progressed to widespread hyperplastic and dysplastic adenomas by 5 weeks (Fig. 4a). In fact, at this timepoint, much of the duodenum and jejunum appeared disordered, with minimal remaining normal epithelium (Supplementary Fig. 11a). More distal regions of the intestine showed a less marked transformation, although there were obvious areas of hyperproliferation and dysplasia. In contrast to what we observed in organoid culture, both *E-Rspo2* and *P-Rspo3* rearrangements drove hyperproliferation (Ki67) and showed a profound lack of epithelial differentiation, as measured by Krt20 and alkaline phosphatase staining (Fig. 4a; Supplementary Fig. 11b). Similar to *Apc*-mutant tumours, we observed ectopic production of Paneth cells (Lysozyme^+^) throughout the lesions (Fig. 4a; Supplementary Fig. 11b). DNA FISH analyses on intestinal sections confirmed that the *E-Rspo2* and *P-Rspo3* genomic rearrangements were present throughout all hyperproliferative lesions and adenomas examined (*n*=15 tumours/genotype) (Fig. 4b, Supplementary Fig. 11c). Moreover, analysis of bulk intestinal tissue from *P-Rspo3* mice, 8 days and 5 weeks following Cas9 induction, showed a marked enrichment of cells containing the genomic *P-Rspo3* rearrangement (Fig. 4c). By 5 weeks, almost 30% of the intestine contained *P-Rspo3*-positive cells, and this was reflected by a significant increase in *Rspo3* transcript (Fig. 4c, *n*=5–11, *P*<0.0001). In addition, sub-cutaneous transplantation of *P-Rspo3*-positive organoids revealed that this rearrangement is capable of supporting tumorigenic growth outside the intestinal environment, similar to *Apc* loss-of-function (Supplementary Fig. 13). While we cannot rule out the possibility that Rspo3 secretion from hyperplastic epithelial cells, or Rspo3 rearrangements in surrounding stromal cells, can alter the behaviour of normal epithelium, our data suggest that cell-intrinsic proliferative expansion of *P-Rspo3*-positive cells is the primary mechanism driving tumour initiation and growth.

Our *in vivo* data suggest that *Rspo* rearrangements drive acute hyperproliferation and tumour initiation in the intestine similar to mutational loss of *Apc*. Yet, our *ex vivo* transcriptome analysis highlighted marked gene expression differences between *Apc*-mutant and *P-Rspo3* organoids. To determine whether differences identified in organoids were a true reflection of *P-Rspo3* and *Apc*-mutant adenomas *in vivo*, we examined the expression of several differentially regulated genes by immunohistochemistry. Sox17 is a marker of definitive endoderm during embryogenesis, and was the most upregulated gene in *Apc* organoids (Fig. 5a; Supplementary Data 1). 

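Sox17 (chromosome 1, 4490931 to 4497354, minus strand, GRCm38) had an FPKM of 115 ± 29.0 in Apc (SD, n = 4), from 77.9 to 143. It was 0 in all 5 WT libraries and 0.0140 ± 0.0175 in P-Rspo3 (SD, n = 4). The Apc libraries had 5627 to 8702 counts of Sox17, the P-Rspo3 libraries at most 3 and the WT libraries 0, so at this depth expression in P-Rspo3 was not detectable above the limit of 3 counts. Apc differed from WT (two-sided exact permutation test, p = 0.0159) and from P-Rspo3 (p = 0.0286), each the smallest p that the group sizes allow in an exact test, and 0.0429 after Benjamini-Hochberg adjustment over 9 tests. Its log2FC in Apc ranked 1 among the 16749 genes tested, and its lower bound ranked 1 among the 448 higher genes whose WT libraries were all at or under 3 counts.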

Consistent with this, *Apc*-mutant adenomas induced by CRISPR or Cre showed clear and abundant nuclear Sox17 staining in intestinal lesions (Fig. 5b; Supplementary Fig. 14). In contrast, Sox17 was completely absent from normal intestinal crypts and could not be detected in *P-Rspo3* tumours (Fig. 5b), accurately reflecting the gene expression observed in organoids. Sox9 is a transcription factor mutated and overexpressed in a subset of human CRC, and upregulated in *Apc*-mutant organoids (Fig. 5a). 

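Sox9 (chromosome 11, 112782224 to 112787760, plus strand) had an FPKM of 23.8 ± 3.62 in Apc (SD, n = 4), 11.3 ± 2.49 in WT (SD, n = 5) and 9.76 ± 1.33 in P-Rspo3 (SD, n = 4). Every Apc library was above every WT library, a ratio of means of 2.10 (two-sided exact permutation test, p = 0.0159, adjusted p = 0.0429). P-Rspo3 did not differ from WT (exact permutation test, p = 0.317). On the counts, the log2FC of Apc against WT was 0.80 (standard error 0.14, adjusted p = 5.7e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), below the fold-change threshold of 1. WT replicate 6 was high, with 15.7.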

*In vivo*, Sox9 was markedly induced in *Apc*-mutant adenomas, but showed limited and mosaic expression in *P-Rspo3* lesions, mirroring normal intestinal crypts (Fig. 5b; Supplementary Fig. 14). Similarly, Axin2, a classic Wnt target gene, was markedly upregulated in *Apc*-mutant, but not *P-Rspo3*, organoids or adenomas (Fig. 5; Supplementary Fig. 14). Thus, the molecular characterization of *Apc*^*mut*^ and *P-Rspo3* intestinal lesions mirrors the gene expression profiles identified in organoids, and indicates that while *Apc* mutations and *Rspo* rearrangements drive the development of morphologically similar intestinal tumours, each genetic event induces a distinct molecular profile.

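Axin2 (chromosome 11, 108920349 to 108950783, GRCm38) had an FPKM of 160.7 ± 11.1 in Apc (SD, n = 4), 34.1 ± 10.4 in WT (SD, n = 5) and 28.3 ± 5.18 in P-Rspo3 (SD, n = 4). The mean in Apc was 4.72 times that in WT (two-sided exact permutation test, p = 0.0159) and 5.68 times that in P-Rspo3 (p = 0.0286 in the same exact test). P-Rspo3 was not separable from WT (exact permutation test, p = 0.397). On the counts, the log2FC was 1.97 in Apc (standard error 0.16, adjusted p = 2.6e-06 from edgeR's quasi-likelihood test) and -0.33 in P-Rspo3 (standard error 0.19, adjusted p = 0.471 from the same test).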

### *Rspo* rearranged tumours are sensitive to Porcn inhibition

Consistent with their transcriptional and morphological similarity to wildtype organoids, *P-Rspo3* cultures were absolutely dependent on Wnt ligand-mediated signalling, as inhibition of Wnt secretion by Porcupine (PORCN) inhibitors (C59 and LGK974) blocked proliferation and crypt budding (Fig. 6a,b). These data are consistent with recent work showing that PORCN inhibition can stall tumour growth in sub-cutaneous CRC xenografts^26^. However, we reasoned that our CRISPR-based model offered a refined context to examine therapeutic response, eliminating issues of species-selective drug potency, and providing an autochthonous setting to define efficacy and toxicity. Moreover, as *wildtype* and *P-Rspo3* organoids were equally sensitive to Wnt blockade, we sought to determine whether there is a realistic therapeutic window for treatment of Rspo-fusion tumours growing within the normal intestinal mucosa. To do this, we treated *R26-rtTA*/*E-Rspo2* and *R26-rtTA*/*P-Rspo3* mice with dox for 10 days, allowed intestinal lesions to develop over 6 weeks, and randomized the animals for treatment with either vehicle (DMSO) or LGK974 (5 mg kg^−1^) for 7 days (Fig. 6c). Only 1 week of LGK974 treatment completely abolished *E-Rspo2* lesions in the small intestine, but had no apparent effect on the morphology, differentiation or proliferation of stem and progenitor cells in the normal intestinal crypts of tumour bearing mice, or wildtype control animals (Fig. 6c; Supplementary Fig. 15). Remarkably, while *R26-rtTA/P-Rspo3* mice had markedly increased tumour burden, they showed a near-complete regression following only 7 days of LGK treatment (Fig. 6d). LGK-treated mice showed significantly reduced proliferation outside the crypt (Fig. 6e), and while histologically abnormal due to rapid regression of the intestinal tumours, villi in *P-Rspo3* mice showed a normal pattern of differentiation (Supplementary Fig. 15c). Thus, pharmacologic inhibition of WNT ligand production drives a rapid differentiation response in *Rspo* rearranged tumours, but not normal crypts.

Almost all *RSPO2* and *RSPO3* rearranged human CRCs carry activating mutations in *KRAS* or *BRAF*, and many show loss-of-function mutations in *TP53* and *SMAD4* (refs 7, 27). To extend our treatment studies to more complex genotypes, we used an established Cre-dependent *LSL-Braf*^*V618E*^ mouse strain^28^,^29^, and *ex vivo* CRISPR-based editing to generate *Braf*^*V618E*^*/P-Rspo3* (*BR3*) organoids (Fig. 6f; Supplementary Fig. 16). Further, through sequential CRISPR-mediated mutagenesis, we generated *Braf*^*V618E*^*/P-Rspo3/Smad4/Trp53* (*BRPS*) quadruple mutant cultures (Fig. 6f; Supplementary Fig. 16) that grew as large proliferative spheres, reminiscent of *Apc*-mutant cultures. The presence of an oncogenic Braf mutation did not alter the response to LGK974, as *BR3* organoids showed complete cell cycle arrest within 4 days of treatment, similar to *WT* and *P-Rspo3* cells (Fig. 6g). While, *BRPS* cells did not display an immediate morphological response to LGK974, they showed a profound decrease in proliferation and coincident upregulation of differentiation (Krt20) after 4 days of treatment (Fig. 6g).

Altogether, our studies suggest that *E-Rspo2-* and *P-Rspo3*-driven tumours are exquisitely sensitive to Porcn inhibitors *in vivo*, and that even in the presence of additional oncogenic insults, these cells remain dependent on WNT signalling for proliferative expansion.

## Discussion

Here, we describe the first application of transgenic and inducible CRISPR/Cas9 technology to investigate cancer-associated chromosome rearrangements *in vivo*, and show that endogenous *PTPRK–RSPO3* and *EIF3E–RSPO2* rearrangements are sufficient to initiate hyperproliferation and tumour development in the intestine. *Rspo*-driven hyperplastic and dysplastic polyps look indistinguishable from *Apc*-mutant adenomas, yet they are molecularly distinct. While both genomic events induce upregulation of Rspo—a potent Wnt pathway agonist—they do not induce broad transcriptional changes characteristic of *Apc* disruption. Recently, Bakker and colleagues^23^ described a Cre-dependent *Rspo3* transgene model, whereby the (non-fused) Rspo3 cDNA is expressed in intestinal stem cells following induction of Cre in Lgr5-positive cells. In this system, they reported a moderate upregulation of classic Wnt pathway targets, such as *Lgr5* and *Axin2* in the intestine, spheroid changes in organoids, and a tumour response driven predominantly by paracrine Rspo3 signals from a minor sub-population of cells. While we show that *P-Rspo3* rearrangements can maintain Wnt target gene expression in the absence of exogenous RSPO1 ligand (Supplementary Fig. 6), we did not detect changes in the vast majority of Wnt targets. In fact, we saw almost no change in the transcriptional profile of *P-Rspo3* organoids, compared to wildtype cells cultured in RSPO1. Likewise, we observed no effects in organoid culture. Although this lack of response *in vitro* is at odds with the profound tumorigenic response *in vivo*, we speculate that the production of excess Rspo3 simply allows *P-Rspo3* fusion cells to maintain their stem and progenitor cell phenotype independent of the crypt niche. This idea is supported by the observation that hyperplastic and dysplastic adenomas *in vivo* look molecularly similar to normal intestinal crypts (Fig. 5).

It is not clear what underlies the difference between our model and that reported by Hilkens *et al*., but it may be in the nature of *Rspo3* expression. Hilkens *et al*. used a synthetic CAGs promoter to drive ectopic expression of *Rspo3*, while our approach relied on expression from the endogenous *Ptprk* promoter, and induction of a *PTPRK–RSPO3* fusion protein. Indeed, we observed a clear dose-dependent phenomenon in the case of Rspo2; whereas enforced overexpression of the *Rspo2* cDNA enabled RSPO1-independent proliferation in organoids, the endogenous *EIF3E–RSPO2* rearrangement could not. In addition, while we do not expect it to contribute significantly to the initial Rspo3-mediated response, it is possible that the reciprocal loss of one copy of *Ptprk* may influence tumour progression, as it has previously been reported as a putative tumour suppressor in animal models of intestinal cancer^30^. Inducible CRISPR systems like those described here, provide a powerful tool to engineer the precise genetic events observed in human cancer and produce high-fidelity disease models for pre-clinical evaluation.

Owing to the Wnt-dependent mechanism of RSPO function^8^, *RSPO*-fusion CRCs represent a subclass of cancers that may be treated with Wnt-targeted agents. Indeed, initial studies using sub-cutaneous xenografts of RSPO-fusion human CRCs, highlighted the potential of PORCN inhibitors^26^ or direct RSPO3 neutralizing antibodies^31^ for treatment of these tumours. Similarly, Clevers and colleagues^32^ showed evidence that human RNF43 mutant organoids are sensitive to PORCNi. Our data, using an autochthonous *in vivo* model system, suggest an exquisite sensitivity of Rspo-fusion tumours to PORCNi, relative to normal intestinal crypts. This hypersensitivity of proliferative tumour cells and relative protection of normal intestinal crypts could not have been predicted from *ex vivo* organoid experiments, and highlights the power of the *in vivo* models for studying therapeutic response. Exactly what dictates the differential response to LGK974 in not known, though it is plausible that the resilience of normal crypt cells comes from their position within the stem-cell niche. Close interaction with supporting cells such as pericryptal myofibroblasts, that may provide supplemental growth factor support required following PORCN inhibitor treatment (for review see ref. 33). Hence, while our data suggest PORCN inhibitors are potent anti-tumour drugs, and we expect there is likely a genuine therapeutic window for treatment of *RSPO*-fusion tumours, further work will be required to determine whether tumour cells can evade elimination, as do normal crypt stem and progenitor cells.

The initial finding that *RSPO* fusions are mutually exclusive with *APC* mutations in human CRC implied that these events have redundant effects in tumour development. Our study shows that indeed, endogenous *RSPO2* and *RSPO3* rearrangements can initiate tumour growth in the intestine, but that they drive disease on a molecularly distinct course compared to *Apc* mutations. Most importantly, both *Rspo2* and *Rspo3* fusions represent druggable cancer drivers, as the tumours are sensitive to Wnt-targeted therapy with a meaningful therapeutic window. Finally, our data highlight the utility of transgenic CRISPR models to simply and quickly engineer large-scale chromosome alterations, and we expect these systems will be invaluable for interrogating the impact of newly identified, cancer-associated genetic variants, and developing tailored pre-clinical models.

## Methods

### Cloning

Sequences encoding guide RNAs (Supplementary Data 5) were cloned into PX458 for initial validation^34^. U6 promoter and guide RNA cassettes were PCR-amplified (sequences in Supplementary Data 5) and cloned (NsiI/SbfI) into an NsiI site upstream of the TRE3G promoter of c3GIC9 vector^11^.

### ES cell targeting

KH2 ES cells were maintained on irradiated feeders in M15 media containing LIF as previously outlined^3^. Two days following transfections cells were treated with media containing 150 μg ml^−1^ hygromycin and individual surviving clones were picked after 9–10 days of selection. Two days after clones were picked hygromycin was removed from the media and cells were cultures in standard M15 thereafter. To confirm single copy integration at the *col1a1* locus, we first validated expected integration by multiplex *col1a1* PCR^3^, and second, confirmed the presence of a single GFP cassette using the Taqman copy number assay, according to the manufacturer’s instructions (Invitrogen).

### Animal studies

ES cell-derived mice were produced by blastocyst injection and animals were maintained on a mixed C57B6/129 background. Progeny of both sexes were used for experiments and were genotyped for specific alleles (*Lgr5-CreER, Apcflox*, *R26-rtTA* and *col1a1*) using primers and protocols previously described^6^,^11^. Production of mice and all treatments described were approved by the Institutional Animal Care and Use Committee (IACUC) at Weill Cornell Medicine (NY), under protocol number 2014-0038. Doxycycline was administered via food pellets (200 mg kg^−1^) (Harlan Teklad) at 5–6 weeks of age. Animals were removed from doxycycline diet after 10 days and collected at various time points, detailed in the Results section. For LGK974 treatment studies, LGK974 (5 mg kg^−1^, Selleckchem #S7143) was mixed with 0.5% methylcellulose and 0.1% Tween 80 and then administrated by daily oral gavage. Animals were weighed everyday during treatment and the mice were killed after 7 days. Animal studies were not blinded during treatment, however, quantitation of tumour burden involved measurements by two parties, one blinded to the treatment groups.

### Immunohistochemistry and immunofluorescence

Tissue, fixed in freshly prepared 4% paraformaldehyde for 24 h, was embedded in paraffin and sectioned by IDEXX RADIL (Columbia, MO, USA). Sections were rehydrated and unmasked (antigen retrieval) by either: (i) Heat treatment for 5 min in a pressure cooker in 10 mM Tris/1 mM EDTA buffer (pH 9) containing 0.05% Tween 20 or (ii) Proteinase K treatment (200 μg ml^−1^) for 10 min at 37 °C (lysozyme staining). For immunohistochemistry, sections were treated with 3% H_2_O_2_ for 10 min and blocked in TBS/0.1% Triton X-100 containing 1% BSA. For immunofluorescence, sections were not treated with peroxidase. Primary antibodies, incubated at 4 °C overnight in blocking buffer, were: rabbit anti-ki67 (1:100, Sp6 clone, Abcam #ab16667), rabbit anti-KRT20 (1:200, Cell Signaling Technologies, #13063), rabbit anti-Lysozyme (1:400, Dako, #EC 3.2.1.17), rat anti-BrdU (1:200, Abcam #ab6326), rabbit anti-Sox17 (1:200, R&D, #AF1924), rabbit anti-Sox9 (1:1,000, Millipore #AB5535), rabbit anti-Axin2 (1:800, Abcam #ab32197). For immunohistochemistry, sections were incubated with anti-rabbit or anti-rat ImmPRESS HRP-conjugated secondary antibodies (Vector Laboratories, #MP7401) and chromagen development performed using ImmPact DAB (Vector Laboratories, #SK4105). Stained slides were counterstained with Harris’ hematoxylin. For immunofluorescent stains, secondary antibodies were applied in TBS for 1 h at room temp in the dark, washed twice with TBS, counterstained for 5 min with DAPI and mounted in ProLong Gold (Life Technologies, #P36930). Secondary antibodies used were: anti-rabbit 568 (1:500, Molecular Probes, #a11036). Images of fluorescent and IHC stained sections were acquired on a Zeiss Axioscope Imager (chromogenic stains), Nikon Eclipse T1 microscope (IF stains). Raw.tif files were processed using FIJI (Image J) and/or Photoshop (Adobe Systems, San Jose, CA, USA) to create stacks, adjust levels and/or apply false colouring.

### Isolation and culture of intestinal organoids

Isolation, maintenance and staining of mouse intestinal organoids has been described previously^35^,^36^. Briefly, for isolation, 15 cm of the proximal small intestine was removed and flushed with cold PBS. The intestine was then cut into 5 mm pieces, vigorously resuspended in 5 mM EDTA-PBS using a 10 ml pipette, and placed at 4 °C on a benchtop roller for 10 min. This was then repeated for a second time for 30 min. After repeated mechanical disruption by pipette, released crypts were mixed with 10 ml DMEM Basal Media (Advanced DMEM F/12 containing Pen/Strep, Glutamine, 1 mM N-Acetylcysteine (Sigma Aldrich A9165-SG)) containing 10 U ml^−1^ DNAse I (Roche, 04716728001), and filtered sequentially through 100 and 70 μm filters. 1 ml FBS (final 5%) was added to the filtrate and spun at 125 *g* for 4 min. The purified crypts were resuspended in basal media and mixed 1:10 with Growth Factor Reduced Matrigel (BD, 354230). Overall, 40 μl of the resuspension was plated per well in a 48-well plate and placed in a 37 °C incubator to polymerize for 10 min. Also, 250 μl of small intestinal organoid growth media (Basal Media containing 50 ng ml^−1^ EGF (Invitrogen PMG8043), 100 ng ml^−1^ Noggin (Peprotech 250-38) and 500 ng ml^−1^ R-spondin (R&D Systems, 3474-RS-050, or from conditioned media) was then laid on top of the Matrigel. Where indicated, dox was added to experiments at 500 ng ml^−1^.

For sub-culture and maintenance, media was changed on organoids every 2 days and they were passaged 1:4 every 5–7 days. To passage, the growth media was removed and the Matrigel was resuspended in cold PBS and transferred to a 15 ml falcon tube. The organoids were mechanically disassociated using a p1000 or a p200 pipette, and pipetting 50–100 times. Overall, 7 ml of cold PBS was added to the tube and pipetted 20 times to fully wash the cells. The cells were then centrifuged at 125 *g* for 5 min and the supernatant was aspirated. They were then resuspended in GFR Matrigel and replated as above. For freezing, after spinning the cells were resuspended in Basal Media containing 10% FBS and 10% DMSO and stored in liquid nitrogen indefinitely.

### Organoid imaging

For live imaging, organoids were cultured in 24-well plates and imaged in a Nikon Biostation (37C, 5% CO_2_) every hour, over 3 days. Movies were constructed by compiling individual TIF files in FIJI (Image J). For fixed staining, organoids were grown in 40 μl of Matrigel plated into an 8-well chamber slide (Lab-Tek II, 154534). Where indicated, 10 μM EdU was added to the growth media for 6 h before fixing. The growth media was removed and the cells were fixed in 4% PFA-PME (50 mM PIPES, 2.5 mM MgCl_2_, 5 mM EDTA) for 20 min. They were then permeabilized in.5% Triton for 20 min and blocked in IF Buffer (PBS, 0.2% Triton, 0.05% Tween, 1% BSA) for 1 h or immediately processed for EdU staining performed according to directions provided with the Click-iT Edu Alexa Fluor 647 Imaging Kit (Invitrogen C10340). For alkaline phosphatase staining, fixed cells were washed twice with TBS and then incubated with the BCIP/NBT Substrate Kit (Vector Laboratories, SK-5400) for 15 min in the dark. The chambers were then washed twice with TBS and then imaged using bright-field microscopy. For immunofluorescent staining, cells were incubated in primary antibodies overnight in IF buffer: rabbit anti-KRT20 (1:200, Cell Signaling Technologies, #13063), rabbit anti-Lysozyme (1:200, Dako, #EC 3.2.1.17). They were then washed three times with TBS.1% Tween. Secondary antibodies (1:1,000, same reagents as above) were incubated with or without Alexa-647 Phalloidin (Molecular Probes, #A22287) for 1 h. The solution was removed and DAPI in PBS was added for 5 min and washed twice with TBS 0.1% Tween. The chambers were then removed and cover slips were mounted using Prolong Gold antifade medium (Invitrogen P36930). Images were acquired using Zeiss LSM 880 laser scanning confocal microscope, and Zeiss image acquiring and processing software. Images were processed using FIJI (Image J) and Photoshop CS5 software (Adobe Systems, San Jose, CA, USA).

### Organoid transfection

Murine small intestinal organoids were cultured in transfection medium containing CHIR99021 (5 μM) and Y-27632 (10 μM) for 2 days prior to transfection. Single cells suspensions were produced by dissociating organoids with TrypLE express (Invitrogen #12604) for 5 min at 37 °C. After trypsinization, cell clusters in 300 μl transfection medium were combined with 100 μl DMEM/F12-lipofectamine 2000 (Invitrogen #11668)-DNA mixture (97 μl–2 μl–1 μg), and transferred into a 48-well culture plate. The plate was centrifuged at 600 *g* at 32 °C for 60 min, followed by another 6 h incubation at 37 °C. The cell clusters were spun down and plated in Matrigel. For selecting organoids with *PTPRK–RSPO3* rearrangements, exogenous R-spondin1 was withdrawn 1 week after transfection. Organoids were cultured in medium containing Nutlin3 (5 μM) and TGFβ1 (5 ng ml^−1^) for 1 week to select for *p53* loss and *Smad4* loss.

### Protein analysis

Small intestine organoids were grown in 100 μl of Matrigel in four wells each of a 12-well dish for 4 days post-passage. Organoids were then recovered from the Matrigel using several rinses with cold PBS. Organoid pellets were lysed with RIPA buffer. Antibodies used for western blot were: anti-R-spondin3 (Proteintech #17193-1-AP) and anti-actin-HRP (Abcam #ab49900).

### Flow cytometry

TdTomato protein abundance was measured by calculating mean fluorescence intensity, following analysis on a BD Accuri C6 flow cytometer. Experiments described represent three independent viral transductions, each at different multiplicity of infection (MOI), to account for any effect of gene dosage.

### RNA isolation and qPCR

RNA was extracted using TRIzol according to the manufacturer’s instructions and contaminating DNA was removed by DNase treatment for 10 min and column purification (Qiagen RNAeasy). cDNA was prepared from 1 μg total RNA using qScript reverse transcription kit (Quantabio, #95047). Quantitative PCR detection was performed using SYBR green reagents (Applied Biosystems) and specific primers listed in Supplementary Data 5.

### Genomic DNA Taqman assay

For quantification of *PTPRK–RSPO3* inversions in complex tissue and organoids: Taqman PCR was conducted on QuantStudio 6 Real-Time PCR system (Applied biosystems), using Taqman master mix reagent (Applied biosystems) and specific primers and probe (Supplementary Data 5).

### RNAseq analysis

The quality of the raw FASTQ files were checked with FastQC. Raw FASTQ reads were mapped to mouse reference GRCm38 using STAR two-pass alignment (v2.4.1d; default parameters), estimated gene expression using cufflinks (v2.2.1), and quantified per-gene counts using HTseq (v0.6.0)^37^,^38^,^39^. An FPKM threshold of 0.1 was set to define expressed genes and used the DESeq2 variance stabilized transform function on the read counts for downstream unsupervised analyses^40^. To confirm the presence of the PTPRK–RSPO3 gene fusion we mapped reads to GRCm38 using STAR chimeric alignment, extracted reads that mapped +1/−1 base pair around the expected junction location, realigned to the fused and wildtype sequences and visualized with IGV^41^. We additionally examined the read counts mapping the RSPO3 and PTPRK exons to confirm the fusion. To confirm that APC group models transcriptional profiles in colorectal cancer we extracted all gene sets from the C2 MSigDB database that contain either the keyword ‘colorectal’ or ‘colon’^42^. We then performed GSEA pre-ranked analysis (v2.2.1) on the log_2_ fold change calculated after testing differential expression between the APC-mutant and APC-WT groups. To provide additional validation, we developed a gene signature of colorectal cancer (COAD) using TCGA data downloaded from Firehouse. The downloaded data included 459 COAD samples and 41 normal control samples. We tested differential expression between normal and cancer samples to develop a 1158 gene signature (adjusted *P*-value of 0.01 and log_2_ fold change of 3). We again used GSEA pre-ranked on the log_2_ fold changes between APC-mutant and APC-WT to confirm enrichment of our COAD gene signature. We used R (v3.2.2) and the *gplots* package to create all visualizations and to perform hierarchical clustering and principal component analysis. We used the vertebrate homology list provided by Mouse Genome Informatics (ftp://ftp.informatics.jax.org/pub/reports/HOM_MouseHumanSequence.rpt) to convert mouse gene symbols to human gene symbols. We used DESeq2 to perform all differential expression analyses (v1.12.3)^40^, and utilized Nextflow (http://dx.doi.org/10.6084/m9.figshare.1254958) to implement our computational pipelines.

### Mutation detection by T7 assay

Cas9-induced mutations were detected using the T7 endonuclease I (NEB). Briefly, an ∼500 bp region surrounding the expected mutation site was PCR-amplified using Herculase II (600675, Agilent Technologies) (primer sequences in Supplementary Data 5). PCR products were column purified (Qiagen) and subjected to a series of melt-anneal temperature cycles with annealing temperatures gradually lowered in each successive cycle. T7 endonuclease I was then added to selectively digest heteroduplex DNA. Digest products were visualized on a 2.5% agarose gel. Uncropped images of gels are shown in Supplementary Fig. 17.

### Data availability

Raw RNAseq data have been deposited in the Genbank GEO database (http://www.ncbi.nlm.nih.gov/geo/) under accession codes GSE98257. All other remaining data are available within the article and supplementary files, or available from the authors upon request.

## Additional information

**How to cite this article:** Han T. *et al*. R-Spondin chromosome rearrangements drive Wnt-dependent tumour initiation and maintenance in the intestine. *Nat. Commun.* **8,** 15945 doi: 10.1038/ncomms15945 (2017).

**Publisher’s note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Peer Review File

## Figures and Tables

**Figure 1:**
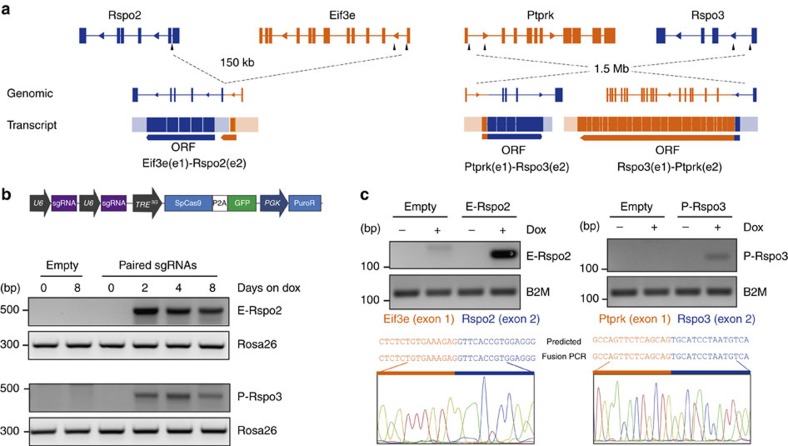
Induction of *EIF3E–RSPO2* and *PTPRK–RSPO3* fusions using inducible CRISPR. (**a**) Schematic representation of chromosomal rearrangements involving *Rspo2* and *Eif3e* (left), and *Ptprk* and *Rspo3* (right). (**b**) Dox-inducible lentiviral vector (upper). Paired U6-sgRNAs are cloned into the vector upstream of TRE^3G^ promoter. Detection of *EIF3E–RSPO2* (*E-Rspo2*) and *PTPRK–RSPO3* (*P-Rspo3*) genomic rearrangements by fusion-specific PCR, on genomic DNA extracted from puromycin-selected 3T3 cells at multiple time points (lower). (**c**) Detection of the *E-Rspo2* and *P-Rspo3* fusion transcripts using fusion-specific PCR primers on cDNA from day 4 dox-treated 3T3 cells in **b**.

**Figure 2:**
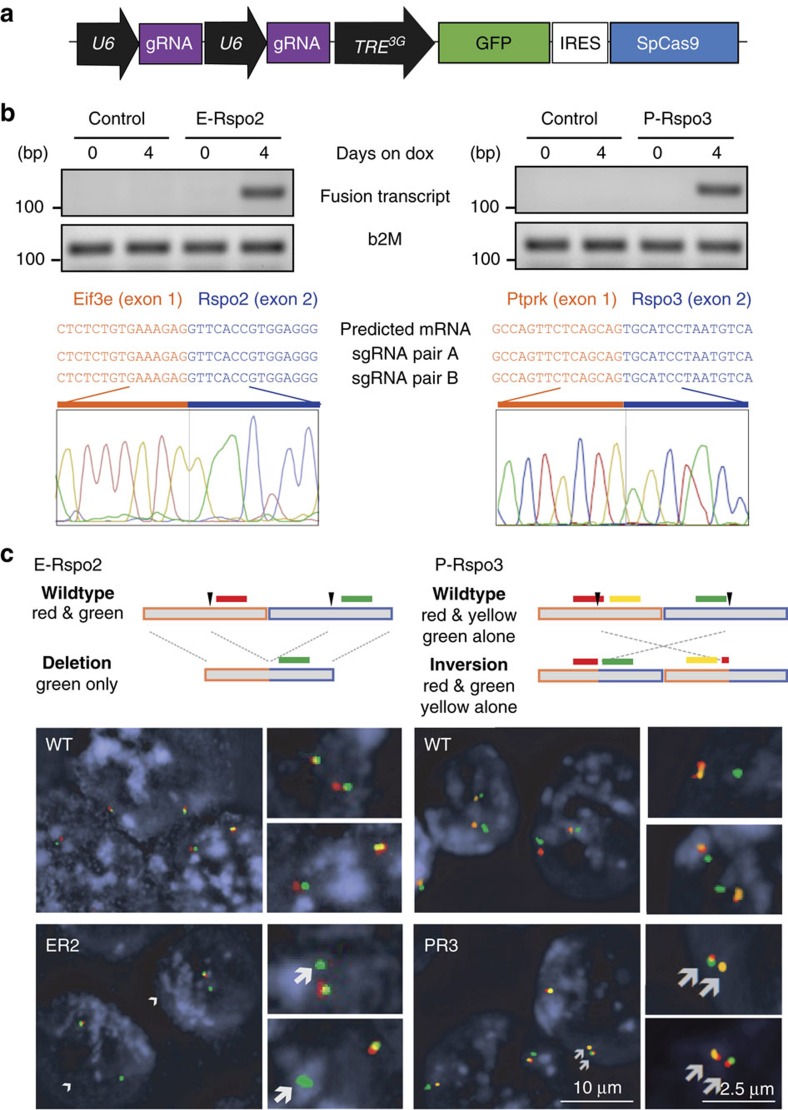
Induction of *E-Rspo2* and *P-Rspo3* fusions in transgenic iCRISPR ESCs. (**a**) Schematic of iCRISPR *col1a1*-targeting vector. (**b**) Detection of the *E-Rspo2* and *P-Rspo3* fusion transcripts using fusion-specific PCR primers on cDNA from targeted ESC clones, 4 days post doxycycline treatment (upper). Sanger sequencing of the PCR product shows the expected splice junctions in expressed RNA transcripts (lower). (**c**) Details of the DNA FISH strategies to detect the *E-Rspo2* deletion, and *P-Rspo3* inversion (upper). Multi-colour DNA FISH on WT and isogenic *E-Rspo2* or *P-Rspo3* ESC clones. Rearranged alleles are highlighted with white arrows (lower).

**Figure 3:**
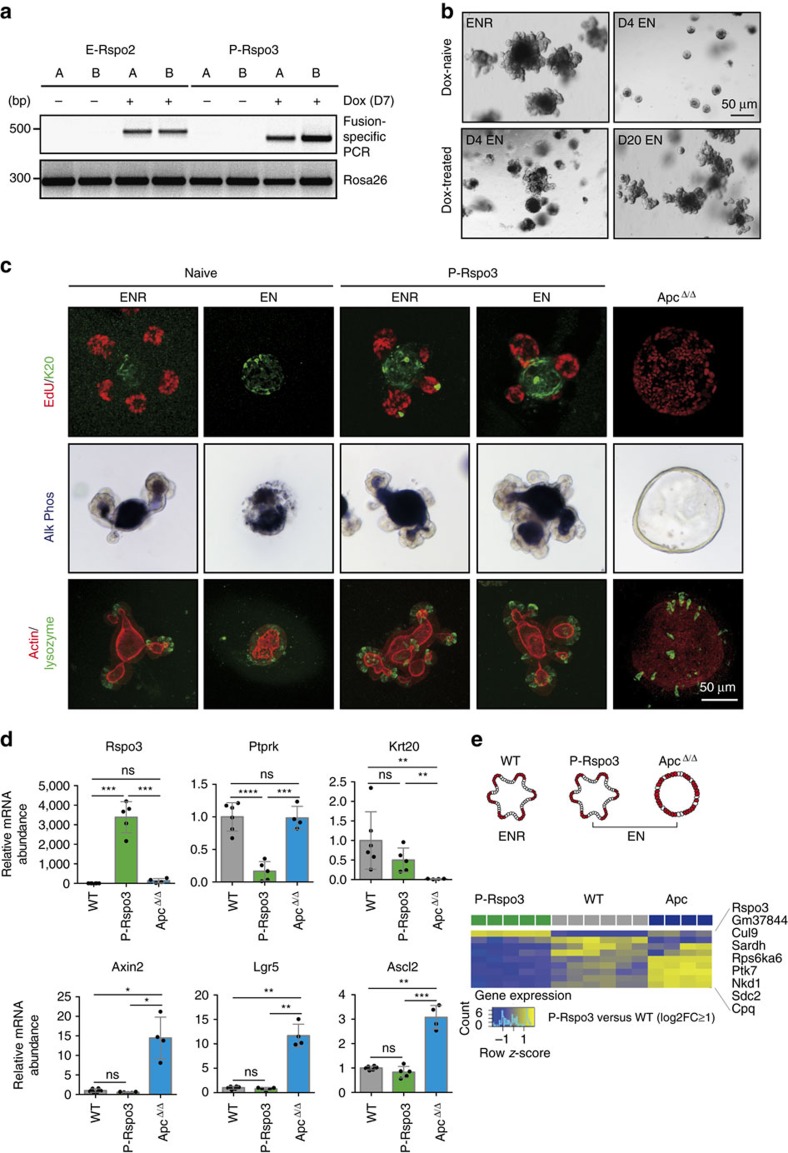
Intestinal organoids carrying the Ptprk–Rspo3 fusion are RSPO1-independent. (**a**) Detection of E-Rspo2 and P-Rspo3 rearrangements using fusion-specific PCR primers on genomic DNA extracted from c3GIC9-E-Rspo2 and c3GIC9-P-Rspo3 mouse small intestinal organoids, 7 days post doxycycline treatment. (**b**) Bright-field images of dox-naive and dox-treated P-Rspo3 organoids cultured in ENR or EN medium, as indicated. Scale bar, 50 μm. (**c**) Confocal immunofluorescent images of dox-naive, P-Rspo3 and Apc-deleted organoids cultured in ENR and EN medium, as indicated, showing markers of proliferation (EdU), differentiation (K20 and alkaline phosphatase activity) and Paneth cells (lysozyme). Scale bar, 50 μm. (**d**) Graphs represent qRT-PCR results of Rspo3, Ptprk, K20 and Wnt target genes (Axin2, Lgr5 and Ascl2) on WT, P-Rspo3 and Apc-deleted organoids (*n*≥4, bars represent mean values +/−s.d., *P<0.05, **P<0.01, ***P<0.001, two-sided *t*-test with Welch correction). (**e**) Schematic of culture conditions of WT, P-Rspo3 and Apc-deleted organoids for RNAseq (upper). Heatmap indicates up (yellow) and downregulated (blue) transcripts (log2FC≥1) in P-Rspo3 organoids (grey) compared to WT/naive cultures (green) (lower).

**Figure 4:**
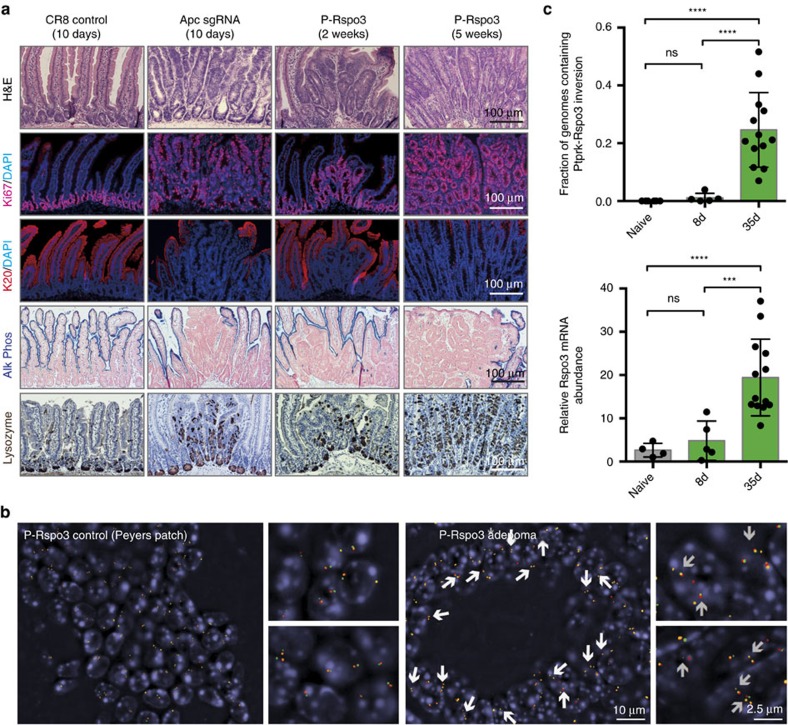
Rspo rearrangements initiate tumour growth *in vivo*. (**a**) Immunohistochemical (H&E, alkaline phosphatase and lysozyme), and immunofluorescent (Ki67 and keratin 20) stains of intestinal sections from control sgRNA (*CR8*), *Apc* sgRNA and *P-Rspo3* animals, treated with dox (200 mg kg^−1^) for 10 days, and collected at indicated times. Scale bars, 100 μm. (**b**) DNA FISH staining on intestinal sections from *R26-rtTA/c3GIC9-P-Rspo3* animals. Immune cells within Peyers patches are shown as a normal control. P-Rspo3 adenomas are enriched for the *P-Rspo3* rearrangement, highlighted with white arrows. (**c**) Graphs represent fraction of genomes containing *P-Rspo3* inversions (upper) and mRNA expression level of Rspo3 (lower) in mouse small intestine following dox treatments for indicated times (*n*≥4, bars represent mean values+/−s.d., ***P<0.001, ****P<0.0001, two-sided *t*-test with Welch correction).

**Figure 5:**
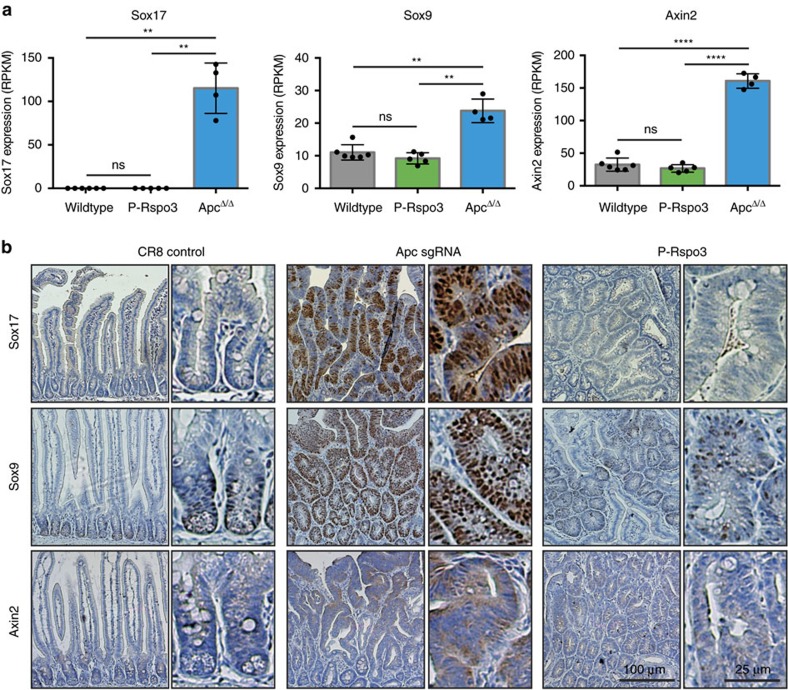
P-Rspo3 tumours are molecularly distinct from Apc-mutant tumours. (**a**) Graphs represent expression (RPKM value) of Sox17, Sox9 and Axin2 on WT, P-Rspo3 and Apc-deleted organoids (*n*≥4, bars represent mean values+/−s.d., **P<0.01, ***P<0.001, ****P<0.0001, two-sided *t*-test with Welch correction). (**b**) Immunohistochemical staining of Sox17, Sox9 and Axin2 on small intestinal sections from dox-treated CR8, Apc sgRNA and P-Rspo3 animals. Scale bars are labelled in the figure.

**Figure 6:**
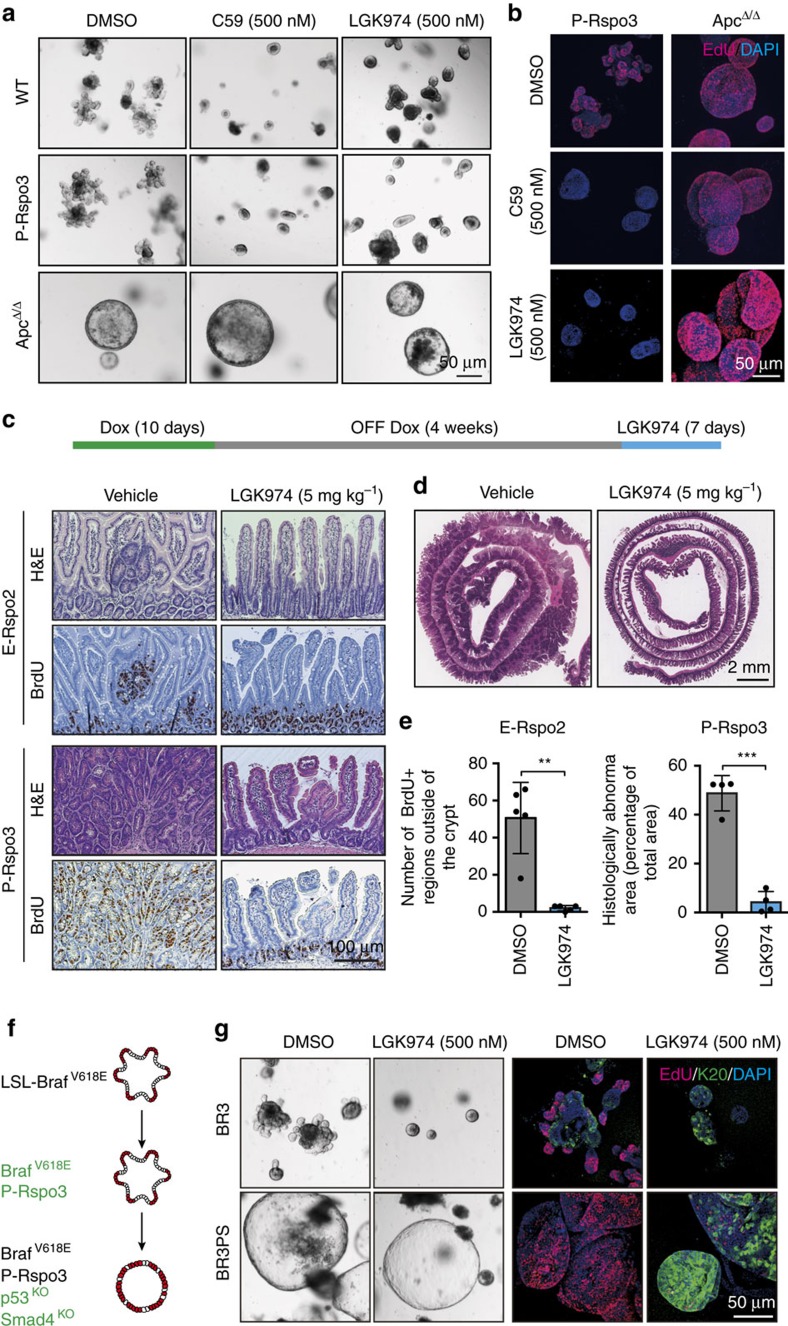
Rspo rearranged tumours are sensitive to Porcn inhibition. (**a**) Bright-field images of WT, P-Rspo3, and Apc-deleted organoids treated with DMSO, C59 (500 nM) or LGK974 (500 nM) for 4 days. Scale bars, 50 μm. (**b**) Immunofluorescent images of P-Rspo3 and Apc-deleted organoids treated with DMSO, C59 (500 nM), and LGK974 (500 nM) for 4 days. EdU (red) was stained for proliferation. Scale bars, 50 μm. (**c**) Schematic of the *in vivo* LGK974 treatment experiment. (**c**) Immunohistochemical images of intestinal sections from E-Rspo2 and *R26-rtTA*/*P-Rspo3* mice treated with either DMSO or LGK974. BrdU was stained for proliferation. Scale bars, 100 μm. (**d**) Representative immunohistochemical images of proximal small intestine from P-Rspo3 mice treated with either DMSO or LGK974. (**e**) Quantification of hyperproliferative and histologically abnormal regions in the LGK974 treatment experiment (*n*≥4, bars represent mean values+/−s.d., **P<0.01, ***P<0.001, two-sided *t*-test with Welch correction). (**f**) Schematic representation of sequential gene editing in intestinal organoids to create BR3 and BRPS cultures. Red indicates proliferative cells. (**g**) Bright-field and immunofluorescent images of DMSO or LGK974 treated, BR3 and BRPS organoids, as indicated. In both genotypes, 4 days of LGK treatment induce cell cycle arrest and drives differentiation. Scale bars, 50 μm.

# Supplementary material for: R-Spondin chromosome rearrangements drive Wnt-dependent tumour initiation and maintenance in the intestine
**Source:** Nat Commun. 2017 Jul 11;8:15945. doi: 10.1038/ncomms15945
**Supplement:** Supplementary Information

Title of file for HTML: Supplementary Information

Description: Supplementary Figures and Supplementary Table

Title of file for HTML: Supplementary Data 1

Description: Gene significantly upregulated in Apc mutant organoids, relative to WT organoids.

Title of file for HTML: Supplementary Data 2

Description: Gene significantly downregulated in Apc mutant organoids, relative to WT organoids.

Title of file for HTML: Supplementary Data 3

Description: Gene significantly upregulated in P-Rspo3 organoids, relative to WT organoids.

Title of file for HTML: Supplementary Data 4

Description: Gene significantly downregulated in P-Rspo3 organoids, relative to WT organoids.

Title of file for HTML: Supplementary Data 5

Description: List of primers and oligonucleotides used.

Title of file for HTML: Supplementary Movie 1

Description: Growth of dox-naïve “WT” organoids cultured in ENR over 72 hours, starting 24 hours following plating in Matrigel. Images were acquired every 1 hour and movies assembled in FIJI (Image J).

Title of file for HTML: Supplementary Movie 2

Description: Growth of dox-naïve “WT” organoids cultured in EN over 72 hours, starting 24 hours following plating in Matrigel. Images were acquired every 1 hour and movies assembled in FIJI (Image J).

Title of file for HTML: Supplementary Movie 3

Description: Growth of dox-treated “P-Rspo3” organoids cultured in ENR over 72 hours, starting 24 hours following plating in Matrigel. Images were acquired every 1 hour and movies assembled in FIJI (Image J). Organoids were selected in the absence of RSPO1 for 2 weeks prior to imaging

Title of file for HTML: Supplementary Movie 4

Description: Growth of dox-treated “P-Rspo3” organoids cultured in EN over 72 hours, starting 24 hours following plating in Matrigel. Images were acquired every 1 hour and movies assembled in FIJI (Image J). Organoids were selected in the absence of RSPO1 for 2 weeks prior to imaging.

Title of file for HTML: Peer Review File

Description:

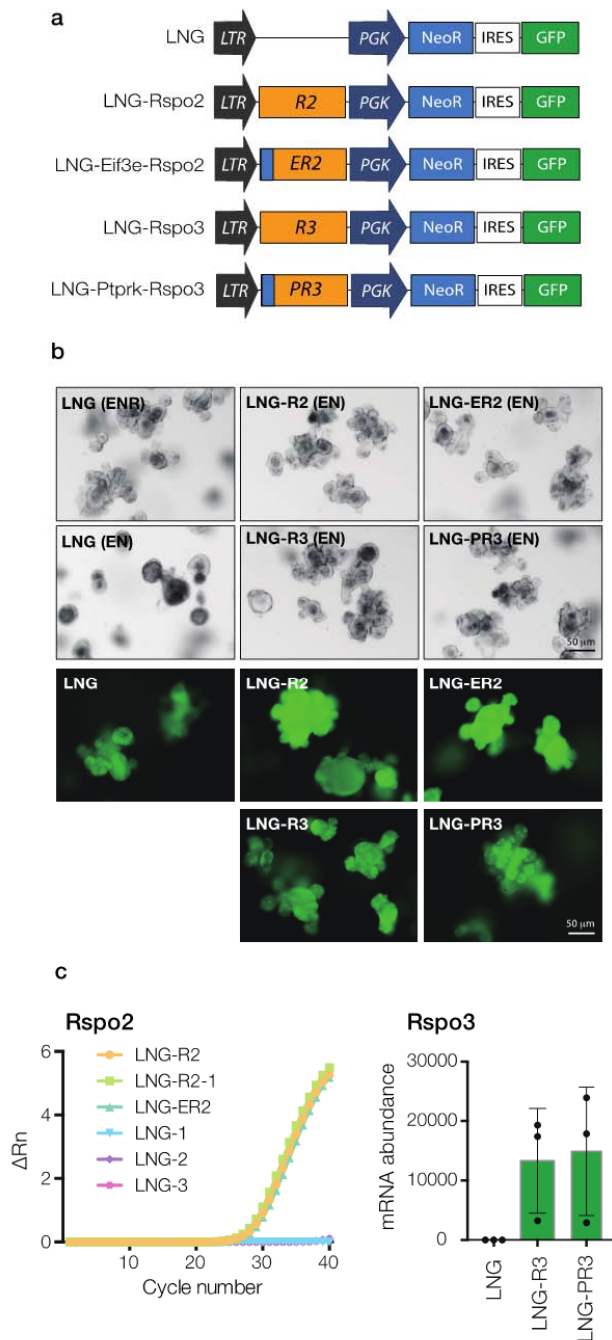

**Supplementary Figure 1.** Rspo2 and Rspo3 overexpression enables RSPO1-independent organoid growth. **a.** Retroviral vectors used to overexpression Rspo2 and Rspo3 transgenes in mouse organoids **b.** Brightfield and fluorescent images of transduced organoids cultures in ENR or EN, as indicated. **c.** Rspo2 and Rspo3 expression in transduced organoids, measured by q-RT-PCR. Graph represents mean values  $\pm$  s.d.. Rspo2 expression is represented as the raw amplification curve because relative expression could not be plotted due to lack of detection in control cultures.

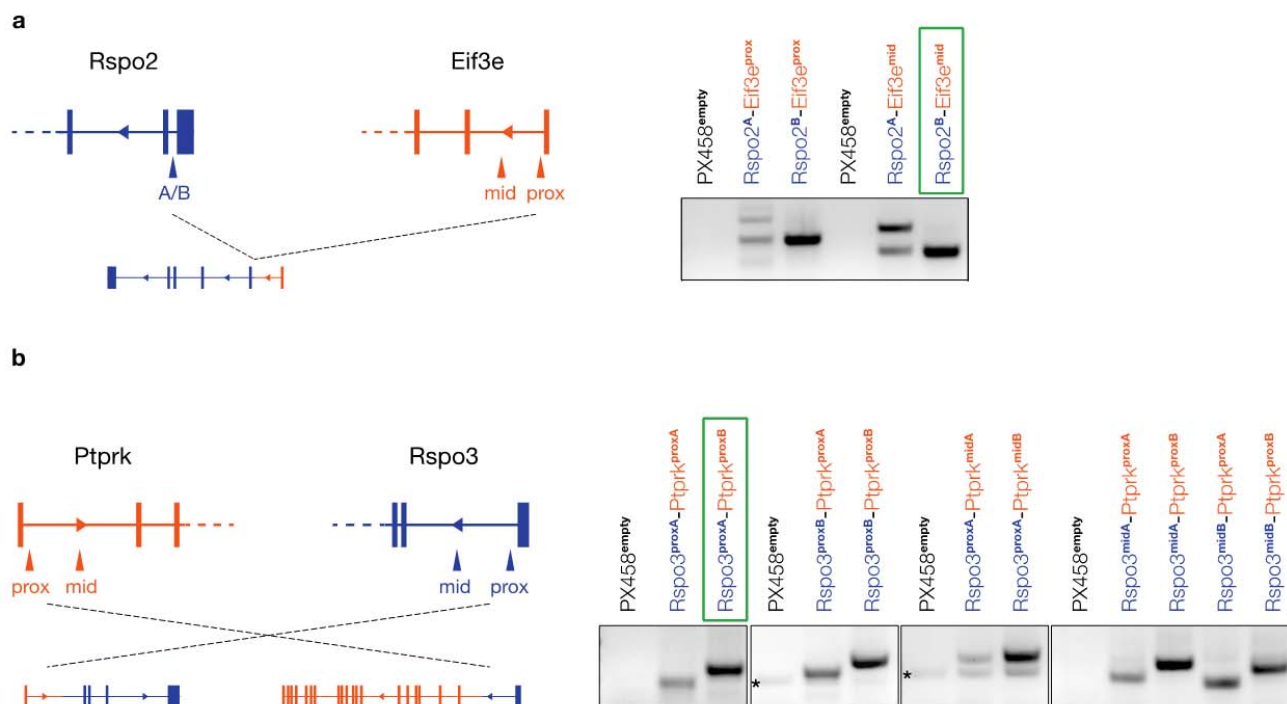

**Supplementary Figure 2.** Dual sgRNA expression enables Cas9-driven *E-Rspo2* and *P-Rspo3* chromosome rearrangements. Left: Schematic representation of sgRNAs targeting in the introns of *Elf3e* and *Rspo2* (a), and *Ptpk* and *Rspo3* (b). Right: Fusion-specific PCRs following co-transfection of 3T3s cells with different sgRNA combinations, as indicated. \*Non-specific bands also present in WT control DNA. sgRNA combinations used for transgenic mouse production are highlighted by green boxes.

a

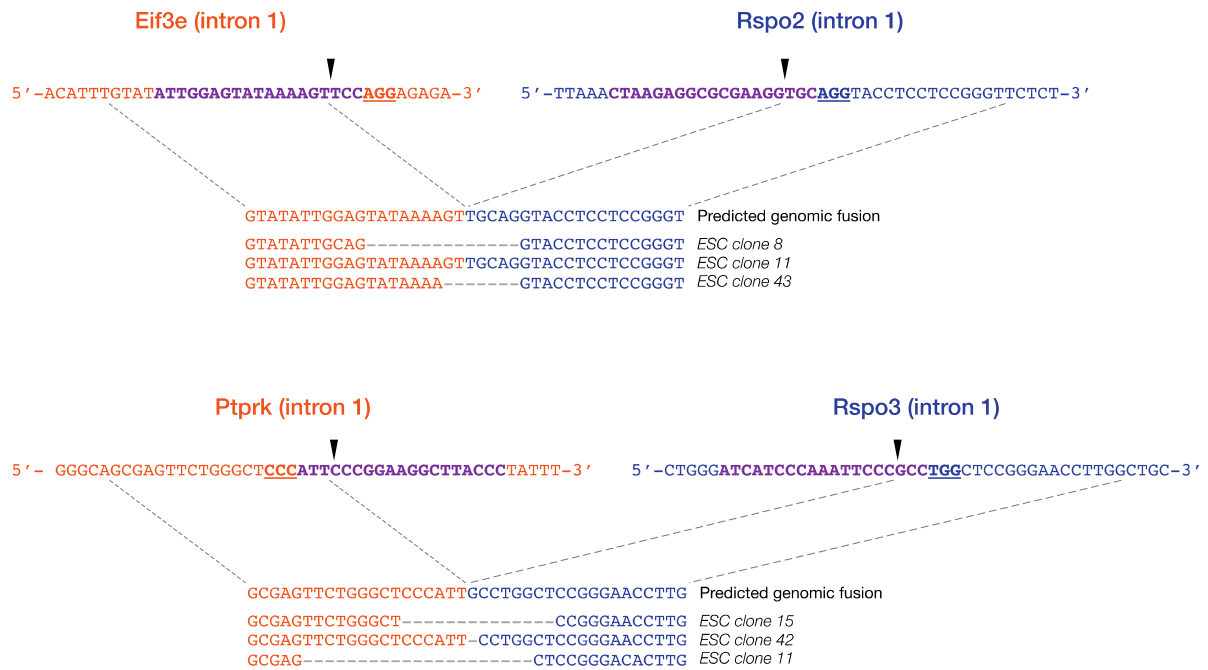

b

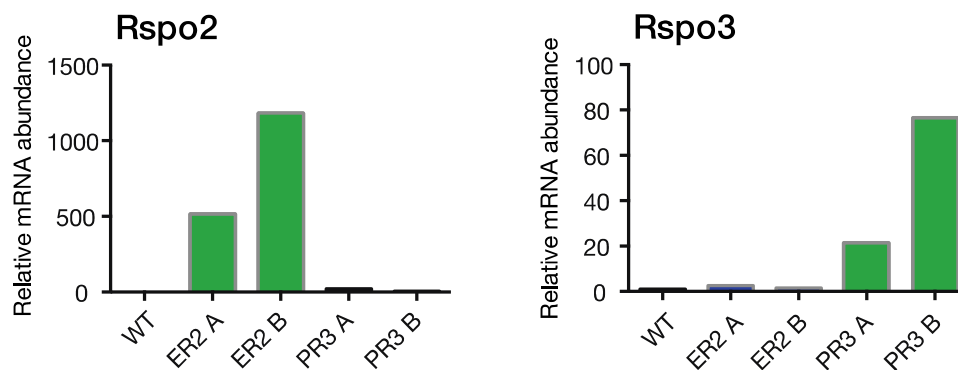

**Supplementary Figure 3.** Inducible transgenic CRISPR drives genomic rearrangements and overexpression of RSPO genes in ESCs. a. Position of sgRNAs targeting Elf3e, Rspo2, Ptpkr, and Rspo3 and corresponding genomic fusions junctions induced in individual dox-treated ESC clones (n=3 analyzed). b. Relative expression of Rspo2 (left) and Rspo3 (right) in ESC clones carrying *E-Rspo2* or *P-Rspo3* rearrangements.

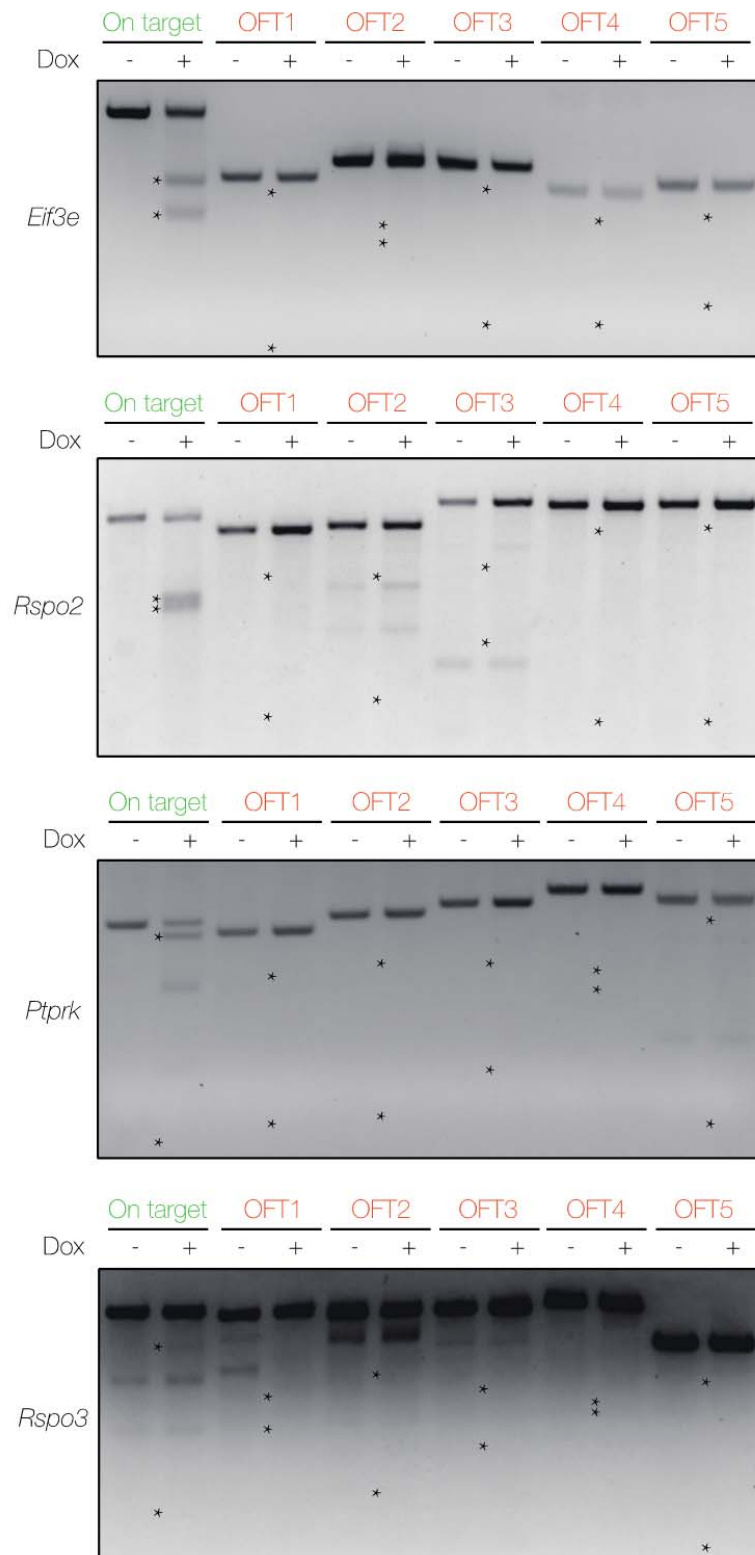

**Supplementary Figure 4.** Off-target analysis of sgRNAs for creating *E-Rspo2* and *P-Rspo3* rearrangements. T7 assays on naive and dox-treated transgenic ES cells to examine predicted off-target sites of *Eif3e*, *Rspo2*, *Ptpk* and *Rspo3* sgRNAs. Predicted sizes of bands released by off-target cleavage are indicated by \*.

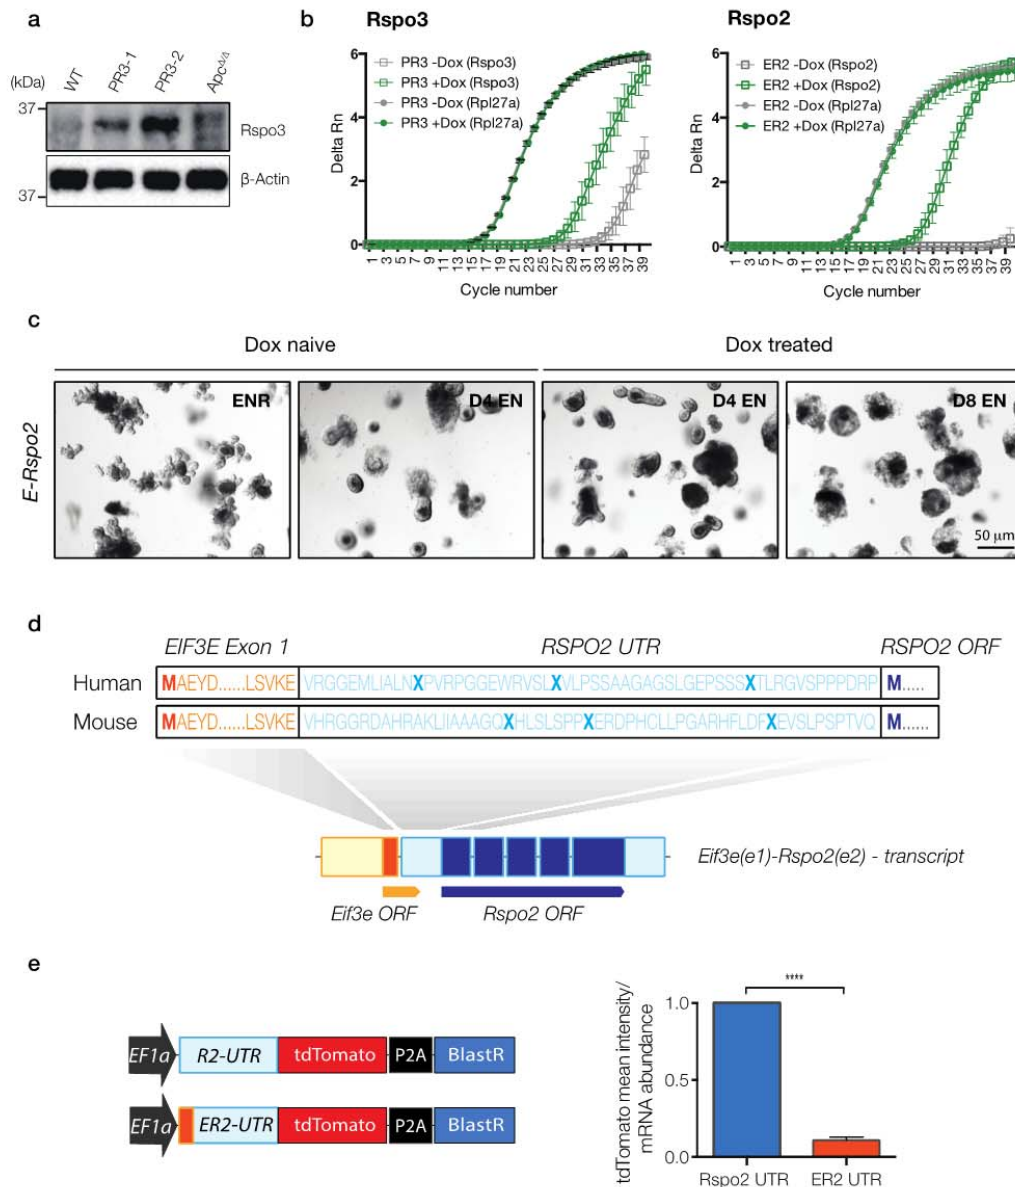

**Supplementary Figure 5.** Inducible transgenic CRISPR drives genomic rearrangements and overexpression of *Rspo* genes in intestinal organoids. **a.** Western Blot shown the overexpression of R-spondin3 from the *P-Rspo3* organoids. **b.** Expression of *Rspo2* (right) and *Rspo3* (left) mRNA in polyclonal *R26-rtTA/c3GIC9-E-Rspo2* and *R26-rtTA/c3GIC9-P-Rspo3* intestinal organoid populations following 6 days of dox treatment. Expression is represented as a raw amplification curve due to low/no detection in control cultures. Individual points represent mean of 2 independent organoid cultures  $\pm$  s.d. **c.** Brightfield images of *R26-rtTA/c3GIC9-E-Rspo2* organoids cultured in ENR or EN, as indicated. Organoids carrying *E-Rspo2* rearrangements do not expand in the absence of exogenous *RSPO1*. Scale bar, 50  $\mu$ m. **d.** Schematic representation of *E-Rspo2* fusion in human and mouse. Stop codons in *Rspo2* UTR region are labeled as X. **e.** Structure of tdTomato reporter constructs for testing translational efficiency affected by the *E-Rspo2* UTR (left) and graph represents tdTomato mean fluorescence intensity, relative to mRNA abundance (right). Bars represent mean values  $\pm$  s.d. \*\*\*\* $p < 0.0001$ , two-sided t-test with Welch correction.

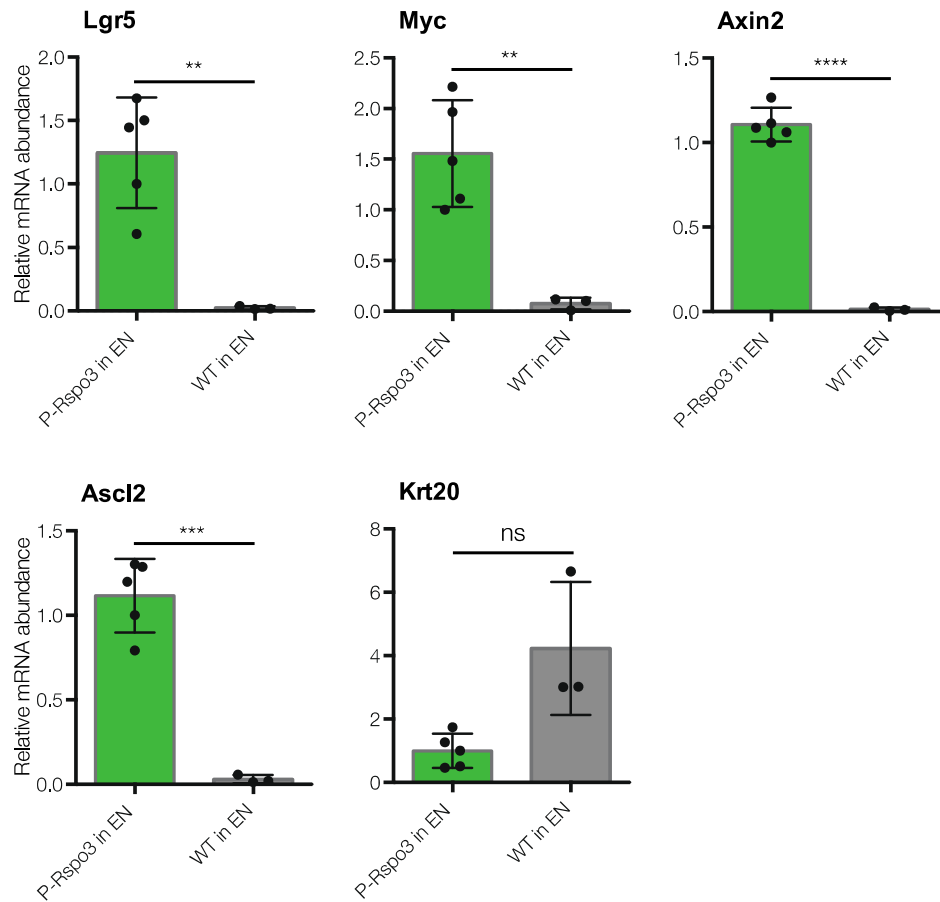

**Supplementary Figure 6.** Wnt targets and stem cell markers are maintained in *P-Rspo3* organoids following RSPO1 withdrawal. Graphs represent mean mRNA abundance ( $\pm$  s.d.) of Wnt target genes (Lgr5, Myc, Axin2 and Ascl2) and differentiation marker (Krt20) from *P-Rspo3* and WT organoids cultured in EN medium for 3 days.  $n \geq 3$ , bars represent mean values  $\pm$  s.d., \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ , two-sided t-test with Welch correction.

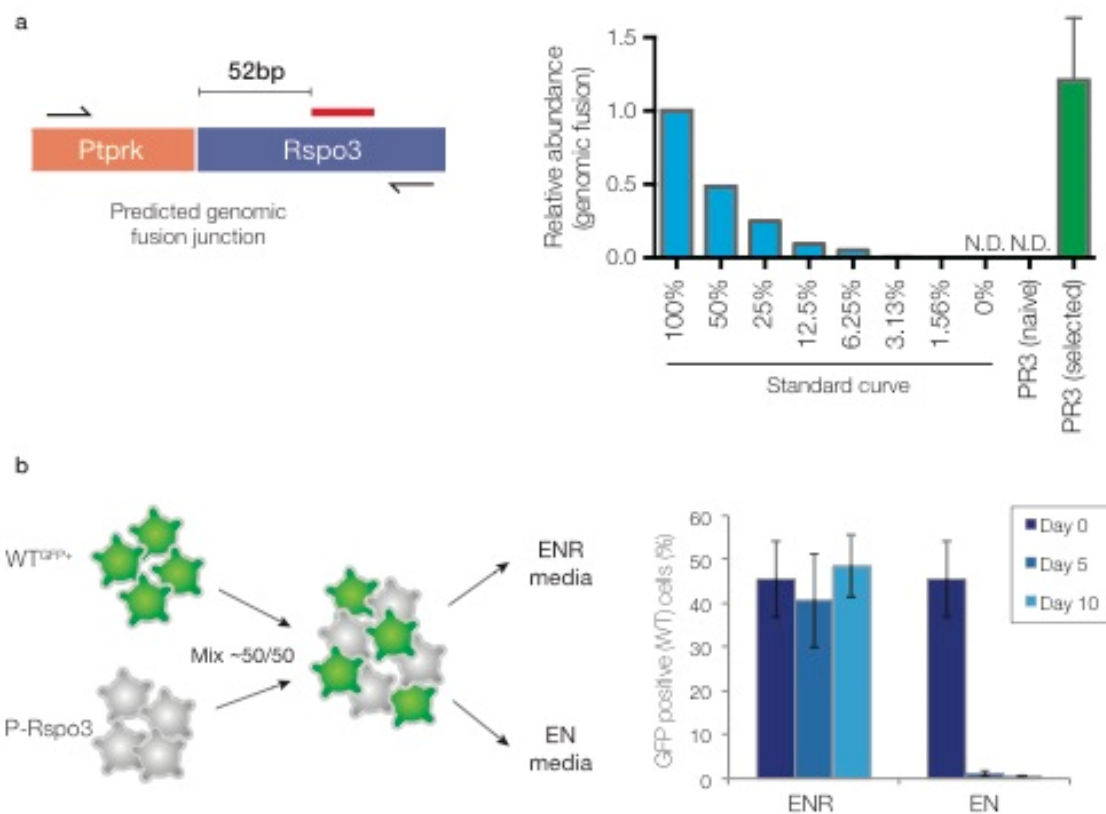

**Supplementary Figure 7.** The *P-Rspo3* rearrangement is enriched in EN-selected organoid cultures. **a. Left:** Schematic representation of the Taqman assay used to quantify the frequency of the *P-Rspo3* inversion in polyclonal cell populations. The probe was positioned in *Rspo3*, as far as possible from the predicted fusion junction, to avoid disrupted probe binding simply due to deletions at the junction site. **Right:** Graph shows standard curve generated using isogenic ESC clones by mixing *P-Rspo3* gDNA with *wildtype* gDNA at percentages indicated. Dox-naïve *P-Rspo3* organoids show no evidence of the rearrangement by Taqman assay, whereas dox-treated, EN-selected cultures show a rearrangement frequency of  $1.2 \pm 0.3$  ( $n=3$ , bars represent mean values  $\pm$  s.d.). This implies that the vast majority of cells in the culture carry the rearrangement. **b.** Schematic representation of co-culture assay. GFP positive (*wildtype*) crypts are mixed with *P-Rspo3* positive crypts at approximately 50:50 ratio, and cultured in the presence (ENR media) or absence of exogenous RSPO1 (EN media). Bar graph shows the percentage of GFP positive cells 0, 5, and 10 days following culture in ENR or EN media. Thus, *P-Rspo3* positive cells cannot support the growth of *wildtype* (non-*Rspo* expressing) cells in the absence of exogenous RSPO1 ( $n=2$ , bars represent mean value  $\pm$  s.d.).

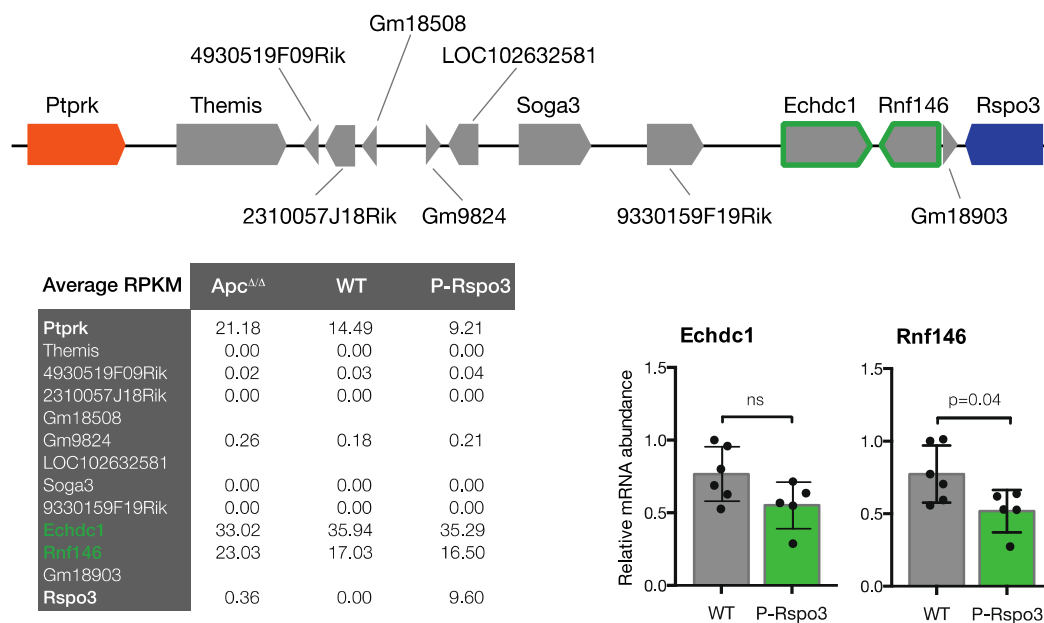

**Supplementary Figure 8.** The *P-Rspo3* inversion does not disrupt expression of intervening genes. Schematic representation of the genomic *Ptpk* and *Rspo3* genomic locus, highlighting all intervening annotated transcripts. Lower left: Mean RPKM values of each transcript from RNAseq in indicated organoid genotypes. Blank rows indicate the transcript was not identified during RNAseq mapping. Transcripts with RPKM values >1 were validated by q-RT-PCR and showed a minor decrease in expression in P-Rspo3 organoids (bars represent mean values  $\pm$  s.d.,  $n > 5$ , two-sided t-test with Welch correction).

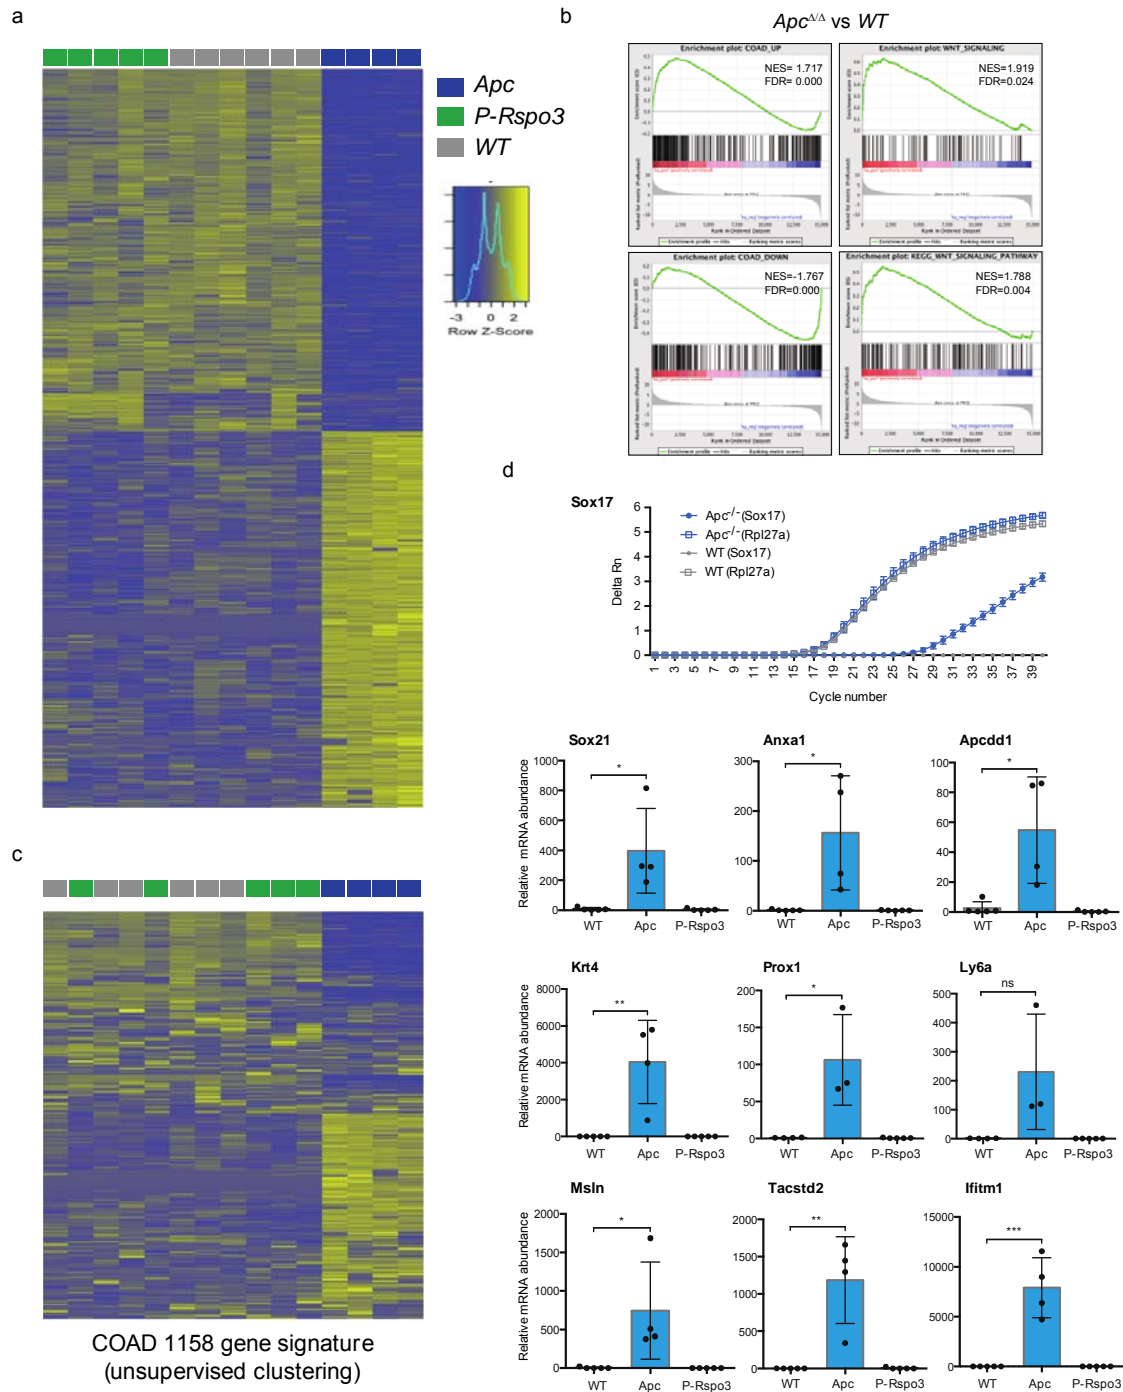

**Supplementary Figure 9.** *Apc* disruption drives gene expression changes associated with the Wnt pathway and human colorectal adenocarcinoma. **a.** Heat map showing expression of 5,294 genes with a log<sub>2</sub> fold change (log<sub>2</sub>FC)>1, (adj. p-value<0.05) between *Apc* mutant (“*Apc*”) and *wildtype* (“WT”) organoids (2598 upregulated and 2696 downregulated). **b.** Gene Set Enrichment Analysis (GSEA) plots showing significant enrichment of gene signatures that define colorectal adenocarcinoma (COAD) and Wnt pathway activation, in *Apc* mutant organoids, **c.** Heat map from unsupervised clustering of organoid RNAseq data, using a 1158 COAD gene signature developed from the TCGA CRC cohort (see Methods). *Apc* mutant (blue) organoids cluster together, while *P-Rspo3* (green) and WT (grey) samples are mixed. **d.** q-RT-PCR validation of a selection of well-expressed, highly deregulated genes between *Apc* mutant and WT organoids (Bars represent mean values +/- s.d., n>4 \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, two-sided t-test with Welch correction).

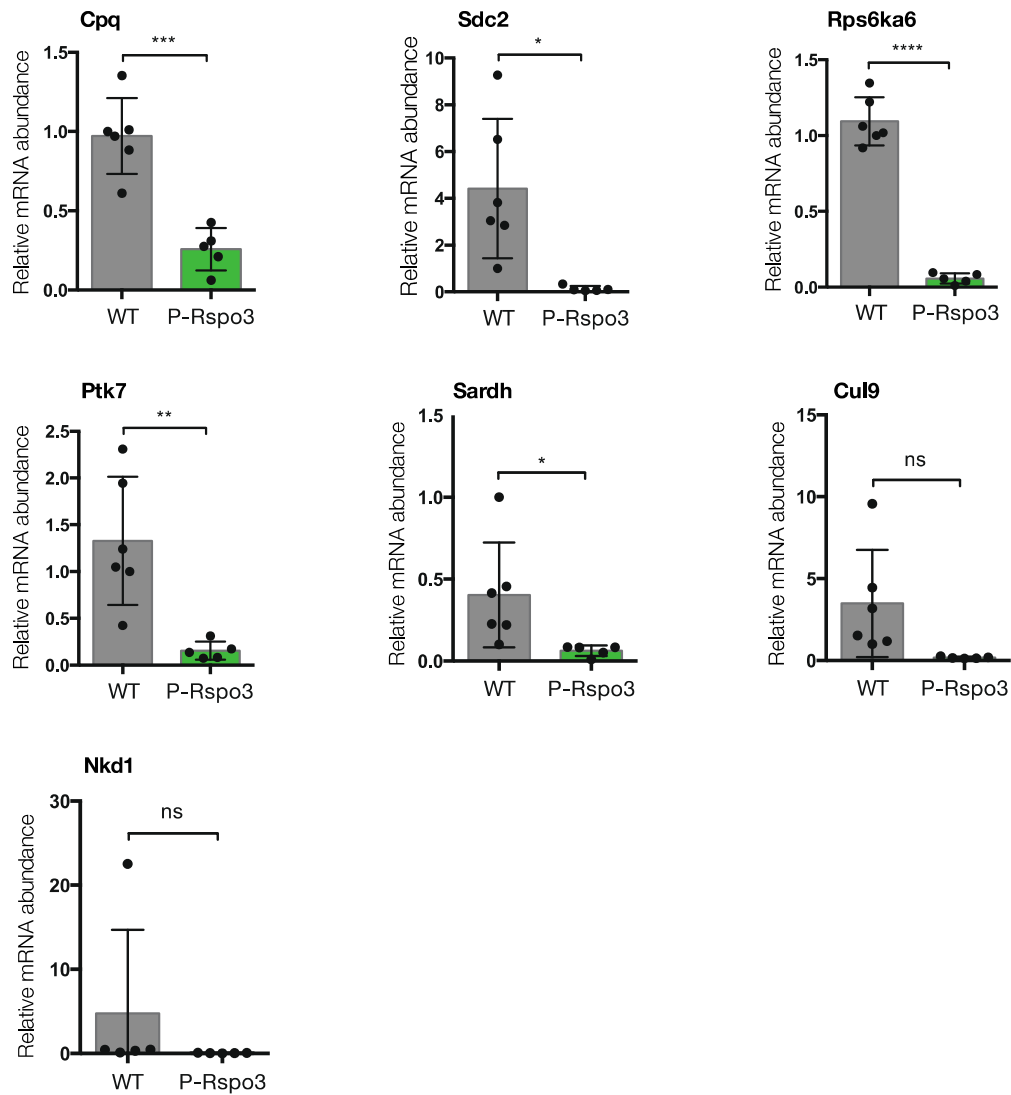

**Supplementary Figure 10.** The *P-Rspo3* rearrangement drives downregulation of a small subset of genes. q-RT-PCR validation of each of the significantly downregulated genes between *P-Rspo3* rearranged and *WT* organoids (Bars represent mean values  $\pm$  s.d.,  $n > 4$  \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , two-sided t-test with Welch correction).

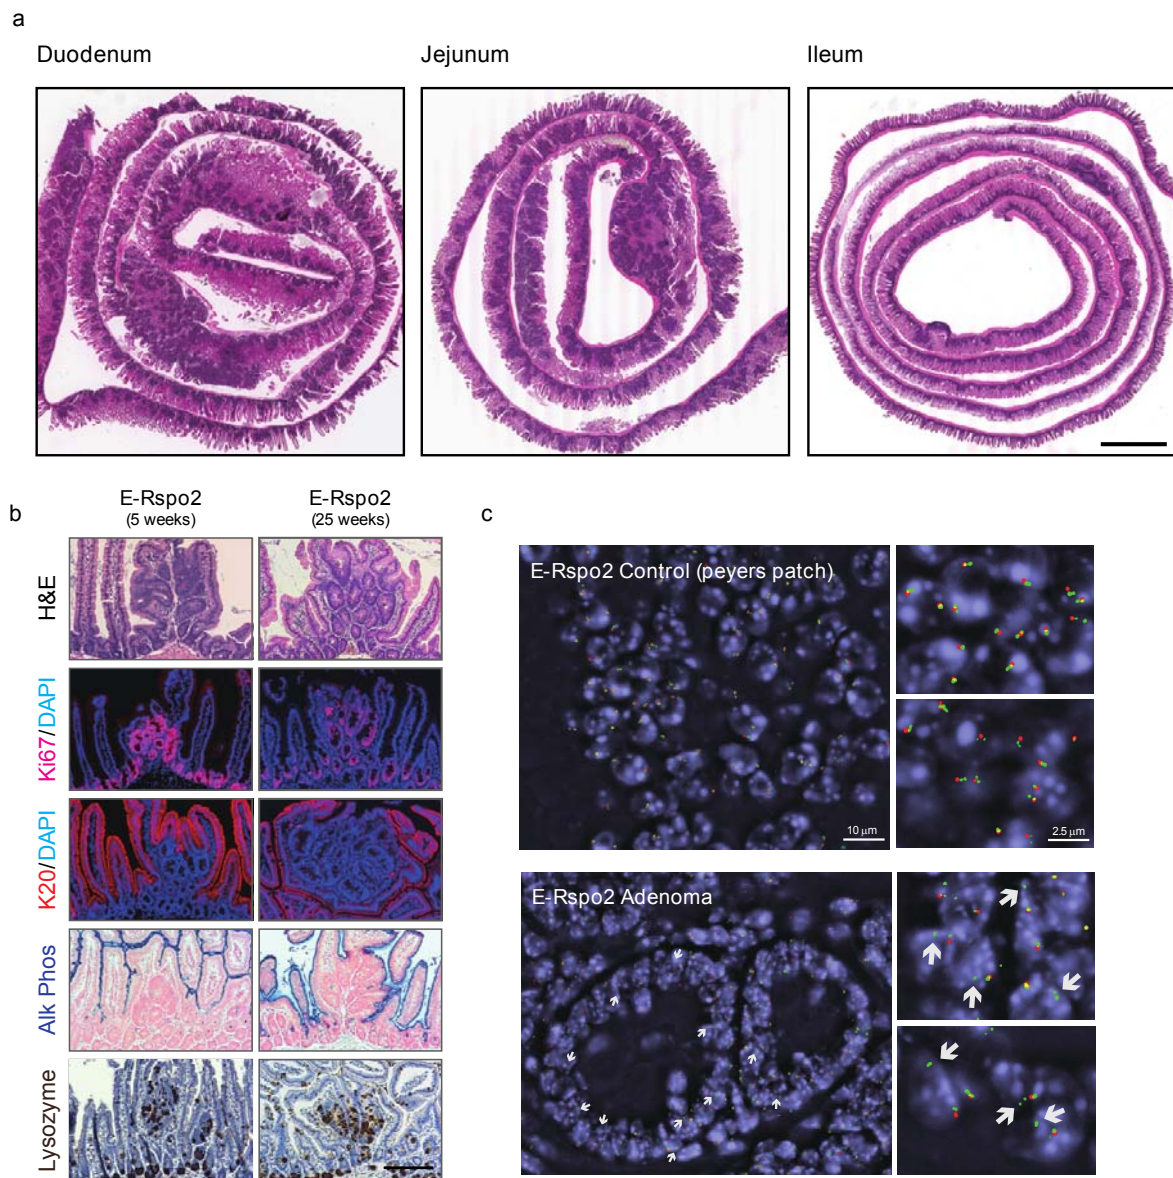

**Supplementary Figure 11.** *Rspo* rearrangements block differentiation and drive ectopic Paneth cell production in the intestine. **a.** Swiss roll cross-sections of the duodenum, proximal jejunum and ileum, from a representative *R26-rtTA/c3GIC9-P-Rspo3* mouse, 6 weeks post Cas9 induction. Proximal regions of the small intestine show more dramatic histological disruption than distal regions. Scale bar represents 2mm. **b.** Immunohistochemical (H&E, alkaline phosphatase, and Lysozyme), and immunofluorescent (Ki67 and Keratin 20) stains of intestinal sections from *R26-rtTA/c3GIC9-E-Rspo2* animals treated with dox (200mg/kg) for 10 days, and harvested at indicated times. Scale bars, 100µm. **c.** DNA FISH staining on intestinal sections from *R26-rtTA/c3GIC9-E-Rspo2* animals. Immune cells within Peyer's patches are shown as a normal control. *E-Rspo2* adenomas are enriched for the *E-Rspo2* deletion, highlighted with white arrows.

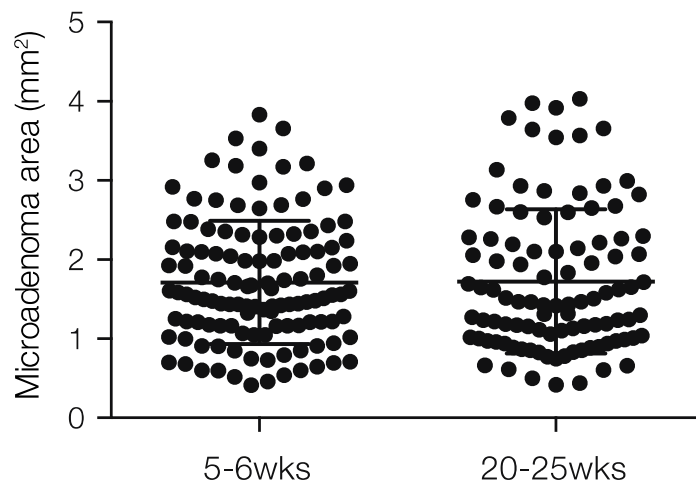

**Supplementary Figure 12.** Tumors from *R26-rtTA/c3GIC9-E-Rspo2* mice do not progress over time. Dotplot shows area of individual microadenoma in *R26-rtTA/c3GIC9-E-Rspo2* mice 5-6 weeks or 20-25 weeks, post dox treatment. Lines represent mean values  $\pm$  s.d.; tumors from 4 independent mice/timepoint are shown.

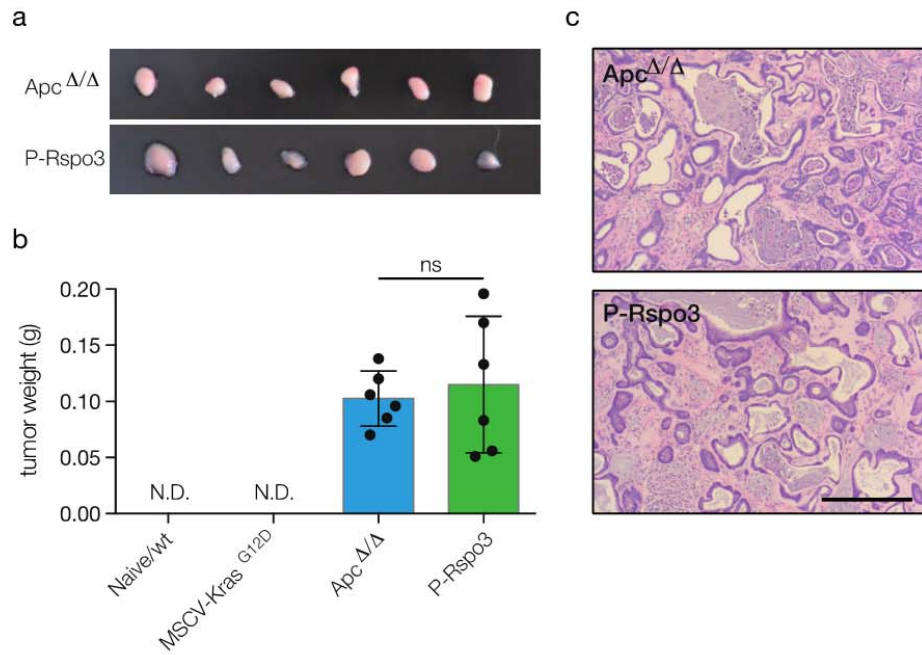

**Supplementary Figure 13.** Subcutaneous transplantation of *Apc*-deleted organoids and *P-Rspo3* organoids. **a.** Images of individual tumors isolated from nude mice transplanted with *Apc*-deleted organoids (upper) and *P-Rspo3* organoids (lower). **b.** Weight of tumors isolated from subcutaneous transplantations ( $n \geq 4$ , Bars represent mean values  $\pm$  s.d., two-sided t-test with Welch correction). **c.** H&E stains of *Apc*-deleted (upper) and *P-Rspo3* (lower) subcutaneous tumors, showing equivalent tumor histology. Scale bars, 100μm

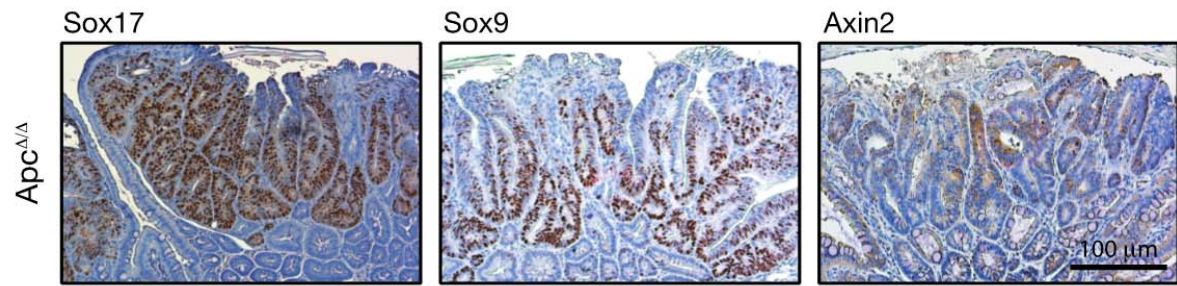

**Supplementary Figure 14.** Immunohistochemical staining showing upregulation of Sox17, Sox9, and Axin2 in adenomas within the small intestine of 4OHT treated *Lgr5-CreER/Apc<sup>fl/fl</sup>* animals. Scale bars, 100μm

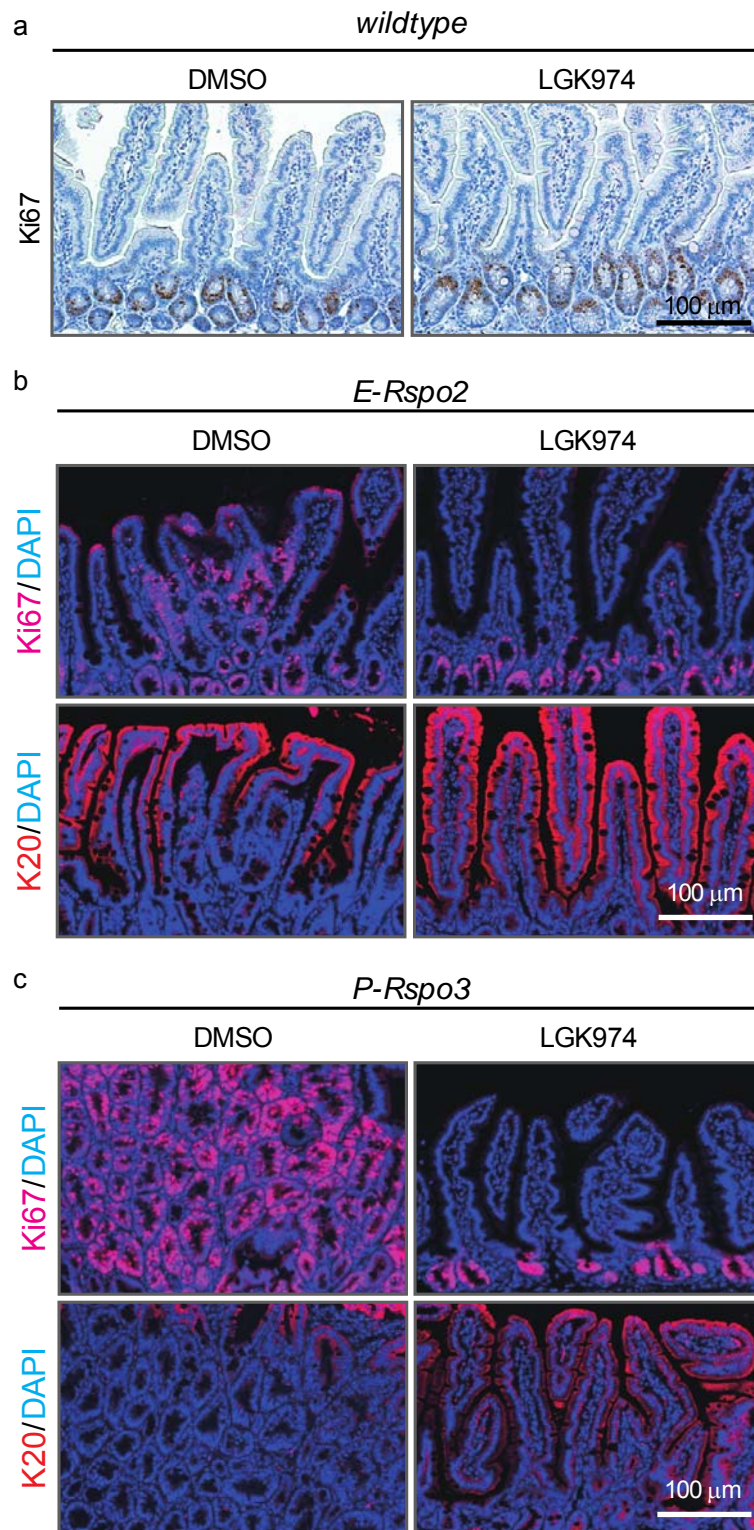

**Supplementary Figure 15.** Rspo rearranged tumors and organoids are sensitive to Porcn inhibition. Immunohistochemical and immunofluorescent images of intestinal sections from wildtype (**a**), E-Rspo2 (**b**), and P-Rspo3 (**c**) mice treated with either DMSO or LGK974 (5mg/kg, 7 days), showing markers of proliferation (Ki67) and differentiation (K20). One week of LGK974 treatment eliminates hyperproliferative lesions, but does not affect proliferation in intestinal crypts. Scale bars, 100μm.

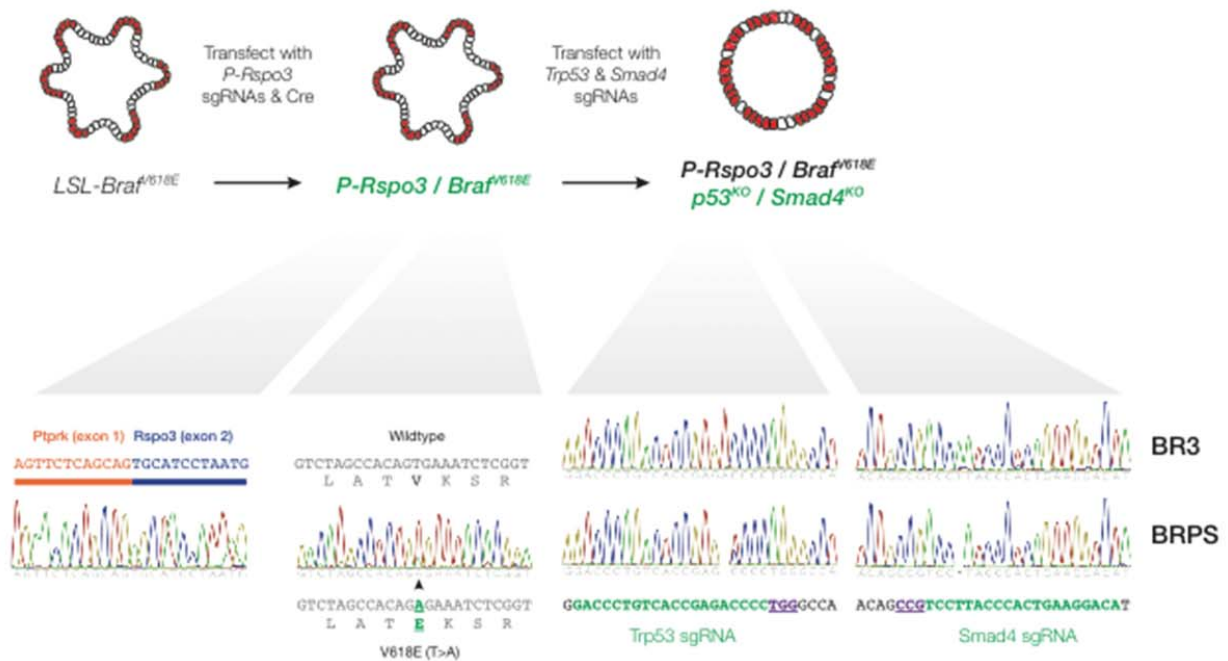

**Supplementary Figure 16.** Sequential CRISPR-mediated mutagenesis in intestinal organoids. Upper: Schematic representation of the generation of *P-Rspo3*, *Braf<sup>V618E</sup>* alterations, and loss of function mutations in *Trp53* and *Smad4*. Lower: Validation of genetic alterations described above, showing Sanger sequencing chromatograms of: the *P-Rspo3* mRNA fusion junction, mRNA expression of the *Braf<sup>V618E</sup>* (T>A) mutation, and genomic sequences of targeted *Trp53* and *Smad4* loci in BR3 and BRPS organoids.

Uncropped gels in Figure 1

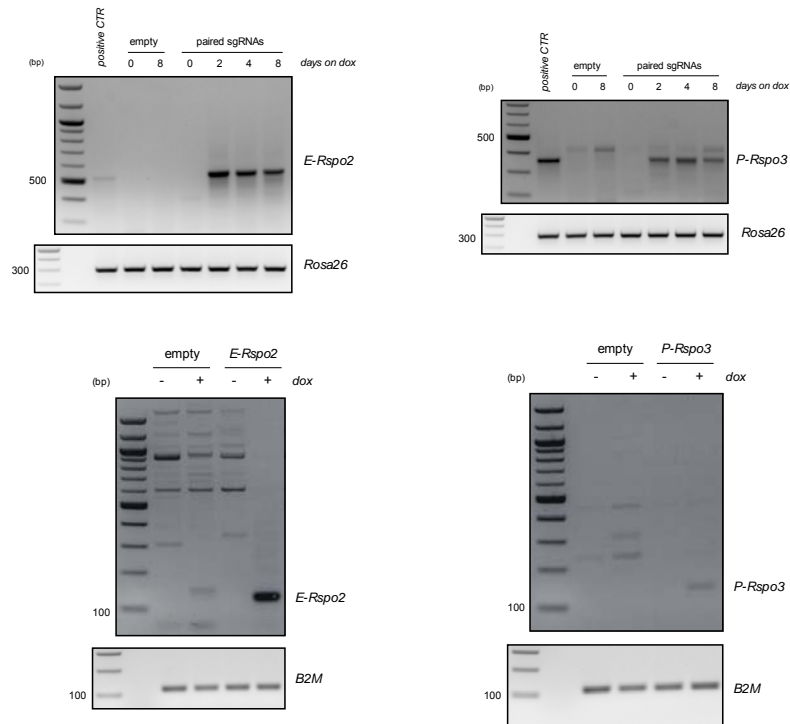

Uncropped gel in Figure 2

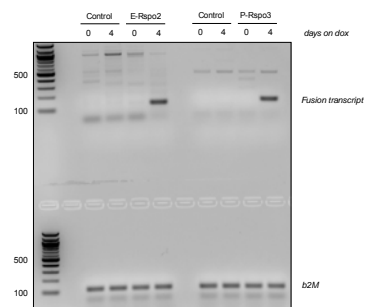

Uncropped gel in Figure 3

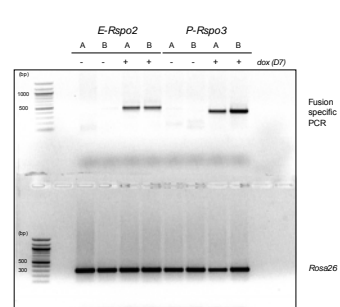

**Supplementary Figure 17:** Uncropped gels, including markers, from images in Figures 1, 2, and 3.

**Supplementary Table 1.** Predicted off-target sites for each sgRNA used in iCRISPR mouse models

|              | Sequence (excl Pos. 1)    | Score | Mismatches | UCSC gene    | Locus            |
|--------------|---------------------------|-------|------------|--------------|------------------|
| <b>Eif3e</b> | ATTGGAGTATAAAAAGTTCCAGG   | 64    |            |              |                  |
|              | ATTGGATGATAAAAAGTTCCAGG   | 1.6   | 2          |              | chr19:-31140148  |
|              | GTTAGAGTAGAAAAGTTCCCTGG   | 1.5   | 3          |              | chr3:+38476962   |
|              | ATGGGACCATATAAAAAGTTCCCGG | 1.5   | 3          |              | chr11:-78177234  |
|              | GTTGAAGTGTA AAAAGTTCCCTAG | 1.5   | 3          |              | chr1:-77808864   |
|              | ATTTAAC TATAAAAAGTTCCAAG  | 1.4   | 3          |              | chr3:+157946956  |
| <b>Rspo2</b> | CTAAGAGGCGCGAAGGTGCAGG    | 92    |            |              |                  |
|              | CGCAGCGGCGCGAAGGTGCCAG    | 0.9   | 3          | NM_146117    | chr2:-25145910   |
|              | GTAGGAGGCCCGAAGGTGCAAG    | 0.8   | 3          |              | chr11:-45642881  |
|              | CTGAGAGGGGAGAAGGTGCAGG    | 0.7   | 3          |              | chr4:+107139081  |
|              | CTGAGAAGGGCCAAGGTGCAGG    | 0.5   | 4          |              | chr8:-8405093    |
|              | CTAAGAGGAGAGAAGCTGCTAG    | 0.5   | 3          |              | chr15:-18323644  |
| <b>Ptprk</b> | GGGTAAGCCTTCCGGGAATGGG    | 91    |            |              |                  |
|              | GAGTATGCCATCCGGGAATGGG    | 1     | 3          |              | chr4:-106627485  |
|              | GGGGAATCTTTCCGGAAATCAG    | 0.5   | 4          |              | chrX:+10774848   |
|              | GGGAAGGCCTTCCGGGAAAGG     | 0.5   | 3          | NM_001080817 | chr9:+31154438   |
|              | GGAAAAGCCTTCTGGGAATCGG    | 0.4   | 3          |              | chr7:+103483395  |
|              | GAGTAAGAA TTCCGGGAAAGG    | 0.4   | 4          |              | chrX:-88561129   |
| <b>Rspo3</b> | ATCATCCCAAATTTCCCGCCTGG   | 93    |            |              |                  |
|              | ACGGTCCCAAATTTCCCGCCAGG   | 1.3   | 3          |              | chr9:-120843209  |
|              | AACATCTCAAATTTCCAGCCAG    | 0.6   | 3          |              | chr13:-7134334   |
|              | GTTACCCCAACTTCCCGCCAAG    | 0.4   | 4          |              | chr10:-126684474 |
|              | AGCCTCCCAAATCCCCGCCAAG    | 0.4   | 3          |              | chr3:-57896983   |
|              | TTCTTCCCAAATTTCCGCCAAG    | 0.3   | 3          |              | chr2:-94124858   |

How the deposited data were processed for this re-analysis (not part of the article)

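RNA sequencing of intestinal organoids was analysed in 13 libraries, of which 5 were WT (4 of Apc flox/flox lines and 1 dox-naive), 4 Apc and 4 P-Rspo3. Groups were taken from the sample labels and the text of the paper. In 2 further libraries the title and the genotype conflict, and they were used in alternatives and as single values. The files name no sequencing batch. No 2 libraries were alike within sampling noise (smallest chi-square per gene 22.4).

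The authors aligned reads to GRCm38 with STAR, and deposited whole-number counts per Ensembl gene from HTSeq, without normalization, and FPKM from cufflinks. The annotation release and the strand setting of the counting are not given in the methods, so overlapping genes and near-identical copies are uncertain. The count table holds 43629 genes, of which 43437 are also in the FPKM table and 42462 were paired with a symbol and GRCm38 coordinates from the GENCODE annotation. No row of the count table lacks a gene name.

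Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, glmQLFit and glmQLFTest at their defaults, in separate fits of each mutant group with WT. The default of this version is the earlier form of the quasi-likelihood test. The form was settled only after the results of both had been seen, and the newer form had first been set for the main comparisons. The design fixed before the data were examined names the functions without options, so the default was kept. The newer form is given as an alternative chosen after the data were seen, as is a model with the line as a term. Genes needed an FPKM of at least 0.1 in at least as many libraries as the smaller group holds, and were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1. A fold change against a group with at most 3 counts in every library is given as a lower bound. FPKM of single genes was compared by two-sided exact permutation tests in scipy 1.17.1. Gene lists were tested with camera and fry in limma 3.58.1. Gene symbols named in the text are those the paper names, those of the lists, and for each comparison the 5 largest increases and the 5 largest decreases among called genes whose groups did not overlap; 1 of these genes is not reported here. Genes of the chromosome 12 segment and the X- and Y-linked genes in the closing section, and genes named as calls of an alternative, were chosen after their values were seen.

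On simulated counts with 200 changed genes, the test recovered 197 for the P-Rspo3 design, with 2 false calls among 15718 genes tested. It recovered 198 for the Apc design, with 5 false calls among 15708. Weakly expressed genes were not changed, and the fitted median log2FC was 2.02 for raised and -1.96 for lowered genes in the P-Rspo3 design. Dispersions followed the trend within WT, and no difference between lines was simulated. The recovery therefore does not cover weakly expressed genes, smaller changes or a line difference. The total count per library was 28902729 to 35528495. With totals of this size, at most 3 counts is read as not detectable. These limits cover counting error only.

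Alternatives chosen before the data were examined were DESeq2 size factors, DESeq2 1.42.0 with and without a fold-change prior, other filters, all 3 groups in 1 fit, each library left out in turn, WT of the Apc flox lines only, both ways of assigning the 2 conflicting libraries, the adjusted p alone, limma on log2(FPKM + 1) and log2(FPKM + 0.1), and the line number as a replicate block for Apc. Same-numbered Apc and WT libraries come from the same lines by their labels. The correlation of their deviations from the group means had a median of 0.093 (0.013 to 0.196 over 4 pairs), against -0.031 for the 12 other pairs. Of Supplementary Data 1 and 2, 1999 genes each were read, where the paper gives 2598 and 2696, so no set test was run on them. The gene sets of the paper's enrichment analysis, the reads across the fusion junction and the human tumour data were not analysed here.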

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

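The tests of explanations in this part were chosen after the results were seen. Among 41 groups of libraries examined for a sample far from the others, 4 stood out, where chance alone is set to pick a share of about 0.05.

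Echdc1 had an FPKM of 18.984 in P-Rspo3 replicate 15d, against 40.5 to 42.5 in the other 3 replicates, and Rnf146 had 9.2677, against 18.6 to 19.0. Both genes lie inside the inverted interval, and they overlap at their ends, so the values are not independent. A lower level of the wider region is argued against by the 27 expressed genes within 5 Mb on both sides, whose median log2 ratio to the other replicates was 0.0529. Among 8919 pairs of neighbouring genes with a mean FPKM of at least 5, 15 fell as far in this library (0.168%). This decides nothing on chance, because the pair was examined for its low values and its genes overlap. Loss of 1 copy of the interval between the breakpoints may explain the level, since the mean ratio of both genes was 0.475 (0.457 for Echdc1 and 0.492 for Rnf146). It stays a hypothesis and cannot be told apart from lower transcription of both genes, because expression does not measure copies and a single library shows it.

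Sox9 had an FPKM of 15.661 in WT replicate 6, against 9.63 to 11.1 in the other WT libraries, and Ptprk had 18.618 in the same library, against 13.1 to 14.4. This library has a Xist count of 37799 and 0 counts of the Y-linked genes Kdm5d, Eif2s3y, Uty and Ddx3y. The dox-naive WT library, with a Xist count of 5855 and 0 counts of these genes, had 9.92 for Sox9 and 13.5 for Ptprk, within the range of the remaining WT libraries. The library with conflicting labels whose genotype is WT had a Xist count of 24429. It had 9.54 for Sox9 and 13.8 for Ptprk, neither of them raised. These values give no sign that sex accounts for the rise, but so few libraries exclude nothing. No other explanation was tested.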

How the results depend on the processing

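Apc against WT stayed within 1.5 times of 2048 higher and 2364 lower genes in the alternatives run, with these exceptions, namely limma on log2(FPKM + 1), with 1132 lower genes, and the adjusted p alone, with 5028 higher and 4864 lower genes, which drops the fold-change threshold. Limma on log2(FPKM + 0.1) moved the share of higher calls from 46.4% to 59.9% and the median log2 fold change of all genes to 0.28, and limma on log2(FPKM + 1) moved them to 55.6% and 0.17. The 9 fits that each left out 1 library gave 1960 to 2149 higher and 2183 to 2441 lower genes. With the line number as a replicate block, 1979 genes were higher and 2240 lower, and the block changed no other call reported here.

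P-Rspo3 against WT, with 1 higher and 0 lower genes, depended on the processing (2159 genes had an unadjusted p under 0.05). DESeq2 without a prior called 55 higher and 173 lower, DESeq2 with a prior 4 (Aspg, Hal, Mgat4c and Rspo3) and 32, no filter on FPKM 2 (Hal and Rspo3) and 11, all 3 groups in 1 fit 11 and 63, limma on log2(FPKM + 1) 3 (Dmtn, Hal and Rspo3) and 4 (Flot2, Mxra7, Pcp4l1 and a gene with no symbol), and limma on log2(FPKM + 0.1) 2 (Hal and Rspo3) and 1 (the gene with no symbol). WT of the Apc flox lines only gave 166 and 100. With the 2 conflicting libraries assigned by genotype, which is the grouping that the means in Supplementary Data 1 match, edgeR called 1 gene higher (Rspo3) and 0 lower (2110 genes had an unadjusted p under 0.05). Assigned by title, which those means do not match, 0 genes were called (1503 had an unadjusted p under 0.05), and Rspo3 had an adjusted p of 0.671 in edgeR's quasi-likelihood test. By that assignment 1 library without Rspo3 counts is in P-Rspo3 and 1 with 729 is in WT. DESeq2 with a prior and those libraries by title called 0 higher (1522 genes had an unadjusted p under 0.05) and 1 lower (Ache), and by genotype 1 (Rspo3) and 1 (Cpq). Across the 9 fits that each left out 1 library, 1 to 166 genes were higher and 0 to 100 lower. The top of both ranges is the fit without the dox-naive library, and the fits without P-Rspo3 replicate M (3 and 7), without WT replicate 1 (1 and 9) and without P-Rspo3 replicate 4d (1 and 1) also moved. Rspo3 was called in each of these 9 fits. Of the alternatives chosen after the data were seen, the newer form of the edgeR test called 2 higher (Gm12751 and Rspo3) and 4 lower genes (0610038B21Rik, Lgals1, Nefm and Sdc2), and the line as a term called 3 lower genes (9130204L05Rik, Gm4735 and Tpm3-rs7). The cause of these changes was not tested, apart from the dox-naive library. Genes named here were chosen after their values were seen.

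The Wnt target list in Apc had a median of 1.97 and did not pass 0.05 with an estimated correlation (1.97, adjusted p = 0.325). Its median in P-Rspo3 was -0.31 and did not pass with fry (-0.31, adjusted p = 0.133), with an estimated correlation (-0.31, adjusted p = 0.373) or with the line as a term (-0.060, adjusted p = 0.244), the last chosen after the data were seen. With the line as a term, P-Rspo3 is set against the dox-naive library alone. Over the 9 fits with 1 library left out, the medians ranged from 1.90 to 2.03 in Apc and from -0.43 to -0.15 in P-Rspo3. The fits without WT replicate 6 (-0.15) and without P-Rspo3 replicate 4d (-0.18) moved the median in P-Rspo3 most towards 0. The list passed 0.05 with camera in each of these fits in both comparisons.

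The FPKM differences of Sox17, Sox9 and Axin2 kept direction and side of the threshold in the alternatives that can reach it. Without 1 library, Apc against P-Rspo3 cannot go below p = 0.0571 in an exact permutation test, so only its size was compared. The direction of Echdc1, 0.600 FPKM higher in P-Rspo3, reversed with the conflicting libraries by genotype (-0.648) and ranged from -1.60 to 6.23 over the fits without 1 library. Rnf146 ranged from -1.44 to 1.80 over those fits and was higher only without replicate 15d. Both main differences lie within the spread of the replicates. The FPKM difference of Ptprk lost p under 0.05 in 7 of the 9 fits without 1 library and by title (p = 0.0606 in an exact permutation test), as did that of Rspo3 by title (p = 0.0563 in the same exact test). In the fits without 1 library, only groups without overlap can have a p under 0.05 for Ptprk. Among fold changes of the named genes, 10 became stronger with 1 library left out, and in the other alternatives 44 became stronger and 2 weaker, both of these Rspo3 by title.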

Differences from the paper's values

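The paper lists 8 genes as lower in P-Rspo3 (Supplementary Data 4), against 0 here. Of the alternatives set before the data were examined, no filter on FPKM (11 genes, 3 of the 8 among them), the fit without WT replicate 1 (9 genes, 3 of the 8) and the fit without P-Rspo3 replicate M (7 genes, 0 of the 8) gave counts within 1.5 times of the paper's, and the others did not. The settings that called all 8 were DESeq2 without a prior and with its prior, the latter with 32 lower genes. WT of the Apc flox lines only called 7 of the 8, where Sdc2 was not tested, all 3 groups in 1 fit 5, and DESeq2 with a prior and the conflicting libraries by genotype 1, Cpq. The newer form of the edgeR test, chosen after the data were seen, called 1 of the 8, Sdc2.

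The paper's log2 fold change of Rspo3, a fitted value from DESeq2, is 5.38 (standard error 0.18). The value here is 8.18 in log2 units, a lower bound computed without a fold-change prior. These are different measures, so the gap between them does not show a disagreement on the size of the increase. None of the alternatives set before the data were examined, DESeq2 with its prior among them, closed the gap.

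For the 8 lower genes the paper's log2 fold changes lie nearer 0 than those here. They are -1.04 for Nkd1 (here -2.77), -1.08 for Ptk7 (-2.77), -1.08 for Gm37844 (-2.57), -1.10 for Cpq (-1.57), -1.12 for Sardh (-2.19), -1.15 for Cul9 (-4.63), -1.18 for Sdc2 (here a bound of -3.41) and -1.20 for Rps6ka6 (-3.51). With the fold-change prior of DESeq2 the values came within the paper's error for Nkd1 (-1.02), Gm37844 (-1.13), Cpq (-1.17), Sardh (-1.19), Cul9 (-1.19), Sdc2 (-1.05) and Rps6ka6 (-1.03). With that prior and the conflicting libraries by genotype they did for Nkd1 (-0.87), Ptk7 (-0.92), Gm37844 (-0.92), Cpq (-1.04) and Sardh (-0.99). By title in edgeR they did for Gm37844 (-1.33), Cpq (-1.09), Sardh (-1.59) and Rps6ka6 (-1.90), and with limma on log2(FPKM + 1) for Cpq (-1.11) and Sardh (-1.21). The remaining alternatives left the gap.

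In Supplementary Data 1 the fold changes of genes higher in Apc are negative, that is, WT relative to Apc. On that scale the log2 fold change of Axin2 is -2.02 in the paper and -1.97 here.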

Other observations

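The tests in this part were chosen after the results were seen.

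For Apc against WT, 1 of 100 splits of the 9 libraries, the real one, called as many genes (4412), and the next called 2857. Of the 15 drawn splits that part the 4 line numbers, 1 called as many, and another called 1510 at most. For P-Rspo3 against WT, 4 of 100 splits, the real one included, called at least 1 gene. The split of the 4 WT libraries of the Apc flox lines against the remaining 5, which follows the line, called 218 genes, of which 55 were higher and 163 lower in the Apc flox lines. With the line as a term, edgeR called 1 gene higher and 3 lower in P-Rspo3. DESeq2 without a prior called as many genes as the real grouping in 1 of 40 splits, and at most 91 in any other of those drawn. The split that follows the line was not among them. Run on its own, it called 118 genes higher and 193 lower in the Apc flox lines with DESeq2 without a prior, a larger number than the 55 and 173 of the real grouping, and 16 and 102 with the prior, against 4 and 32. The number of DESeq2 calls is therefore not separated from the line, and DESeq2 was not run with the line as a term. Rspo3 and the 8 genes of Supplementary Data 4 were among these calls. For each of them the dox-naive library lay outside the range of the P-Rspo3 libraries, but it is only 1 library. The Wnt target list had a camera p as small in 1 of 100 splits for Apc, and in 22 of 100 for P-Rspo3, where 11 had a fry p as small. Without the dox-naive library, 1 of 35 splits called as many as the 266 genes of the real one, and another called at most 5.

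The 266 genes called without the dox-naive library were set against that library, which was not in the fit. Of the 166 higher genes, it lay nearer P-Rspo3 in 160 (96.4%), and of the 100 lower genes in 36 (36.0%). A difference between the lines that the dox-naive library shares is a candidate explanation for the higher genes. For the lower genes it cannot be told apart from an effect of the inversion, because 1 library decides it. Of the 166 higher genes, 56 were processed pseudogenes, which make up 6.99% of tested genes. Over all 1101 tested processed pseudogenes the median log2 fold change was -0.00943, with 47.2% above 0. As members went both ways, a difference in read length or mapping between batches cannot be told apart from variants of the lines.

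On distal chromosome 12, 15 of these genes lie from Eif5 to Tedc1 (111538016 to 113166048, GRCm38), 12 of them among the 25 genes there with a mean log2 CPM above 4 in WT of the Apc flox lines. The other 13 of these 25 had a median log2 fold change of 0.879, and 10 of them lay between 0.5 and 1.5. The 12 genes in the 2 Mb on the centromeric side had a median of 0.104, although Amn (0.61) and Cdc42bpb (0.57) next to the segment were raised, and the 5 genes on the telomeric side 0.288. A duplicated segment in the Ptprk-Rspo3 lines may explain this, as a hypothesis from expression alone. The dox-naive library, with 0 counts of Rspo3, was raised by 0.812 as well. The 2 libraries with conflicting labels were not raised, the one whose genotype is WT (0 counts of Rspo3) with 0.04 and the one whose genotype is P-Rspo3 (729 counts) with -0.05. By title as by genotype, 1 of these 2 is P-Rspo3. Both observations argue against the inversion as the origin, which lies on another chromosome.

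In P-Rspo3 replicate 4d, genes of chromosome 12 outside that segment had a median log2 deviation of 0.167 (254 genes, 87.4% above 0), while the other 170 medians of autosomes and libraries were at most 0.0489 in size. Of 4 equal parts of these genes along the chromosome, the lowest had 0.151, which argues against a few genes or 1 segment. A gain in part of the cells stays open.

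WT replicate 1 had 7.71% of the level of the Y-linked genes Kdm5d, Eif2s3y, Uty and Ddx3y in WT replicate 5, and WT replicate 2 had 39.0%. Xist was at 0.351 CPM in WT replicate 1, where cells with the Xist level of WT replicate 6 would bring 1034. P-Rspo3 replicates F and 15d had at most 1 count of each Y-linked gene and Xist at only 1.02 and 0.772 CPM, so cultures with neither signal are in this set. WT replicate 2 had Xist at 1.13 CPM, against 1120 in WT replicate 6. The Xist values argue against mixed-in RNA of cells with the Xist level of WT replicate 6. Replicates F and 15d had 867 and 1079 counts of Rspo3, against 1 in WT replicate 1 and 0 in WT replicate 2. That argues against these cultures as the source. RNA of other cells with neither signal cannot be told apart from loss of the Y chromosome in part of the cells. Eif2s3y had at most 1 count beside other Y-linked genes in 3 libraries. P-Rspo3 replicate 4d had 1378 counts of Ddx3y and 602 of Uty but 1 of Eif2s3y, P-Rspo3 replicate M had 113, 96 and 0, and the library with conflicting labels whose genotype is P-Rspo3 had 564, 674 and 0, with 792 of Kdm5d, which had 0 in 4d and M. The lowest ratio of Eif2s3y to Ddx3y in WT replicate 5 and Apc replicates 1, 2 and 5 would give 1727 counts in 4d. In M it would give 142. A lower share of cells with a Y chromosome would lower these genes alike, so these values argue against it as the reason for the absence of Eif2s3y. A difference in the Y chromosome between the lines was not tested.

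Among the 8 genes of Supplementary Data 4, Ptk7 and Cul9 on chromosome 17 and Sdc2 and Cpq on chromosome 15 lie within 200000 bases of each other. Of 10000 random draws of 8 tested genes, 0% held 2 such pairs and 160 draws held 1 or more, which decides nothing on chance, because the distance and the number of pairs were set after the pairs were seen. A shared origin of the pairs was not tested.

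The mean normalized counts listed in Supplementary Data 1 were set against those over the libraries here. Over 195 genes they were off by a median of 13.9% with the 2 conflicting libraries left out, 0.212% with these assigned by title and 5.81e-05% by genotype. For single genes the largest gap was 1.08% by title and 0.000413% by genotype. The libraries averaged as WT for that table were therefore those of the genotype assignment. The means listed for the P-Rspo3 comparison do not bear on this, because both assignments give the same libraries there. The single values of these libraries are 0 counts of Rspo3 and 24429 of Xist in the one whose genotype is WT, and 729 and 32 in the one whose genotype is P-Rspo3.

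Among lists of other cells, 3 of the 10 mesenchymal genes were tested in Apc and 2 in P-Rspo3, and 4 of the 7 immune genes in both. The mesenchymal list had a median log2 fold change of 4.50 in Apc and 0.54 in P-Rspo3, and the immune list -2.10 and 0.043. Neither list passed 0.05 with camera in either comparison, while with fry both passed in Apc and neither in P-Rspo3. Col1a1 stayed at 0.158 CPM in Apc and Vim reached 164. Of the genes the paper measured by quantitative PCR, Ptprk had a log2 fold change of -0.72 in P-Rspo3 (standard error 0.19, adjusted p = 0.153 from edgeR's quasi-likelihood test), and Lgr5 -0.42 (adjusted p = 0.545), Ascl2 -0.28 (adjusted p = 0.535), Myc -0.13 (adjusted p = 0.650) and Krt20 -0.30 (adjusted p = 0.826) from the same test.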
